# Lysosomal and phagocytic activity is increased in astrocytes during disease progression in the SOD1 ^G93A^ mouse model of amyotrophic lateral sclerosis

**DOI:** 10.3389/fncel.2015.00410

**Published:** 2015-10-15

**Authors:** David J. Baker, Daniel J. Blackburn, Marcus Keatinge, Dilraj Sokhi, Paulius Viskaitis, Paul R. Heath, Laura Ferraiuolo, Janine Kirby, Pamela J. Shaw

**Keywords:** microarray, superoxide dismutase 1, cholesterol/steroid, neurodegeneration, motor neuron

## Abstract

Astrocytes are key players in the progression of amyotrophic lateral sclerosis (ALS). Previously, gene expression profiling of astrocytes from the pre-symptomatic stage of the SOD1^G93A^ model of ALS has revealed reduced lactate metabolism and altered trophic support. Here, we have performed microarray analysis of symptomatic and late-stage disease astrocytes isolated by laser capture microdissection (LCM) from the lumbar spinal cord of the SOD1^G93A^ mouse to complete the picture of astrocyte behavior throughout the disease course. Astrocytes at symptomatic and late-stage disease show a distinct up-regulation of transcripts defining a reactive phenotype, such as those involved in the lysosome and phagocytic pathways. Functional analysis of hexosaminidase B enzyme activity in the spinal cord and of astrocyte phagocytic ability has demonstrated a significant increase in lysosomal enzyme activity and phagocytic activity in SOD1^G93A^ vs. littermate controls, validating the findings of the microarray study. In addition to the increased reactivity seen at both stages, astrocytes from late-stage disease showed decreased expression of many transcripts involved in cholesterol homeostasis. Staining for the master regulator of cholesterol synthesis, SREBP2, has revealed an increased localization to the cytoplasm of astrocytes and motor neurons in late-stage SOD1^G93A^ spinal cord, indicating that down-regulation of transcripts may be due to an excess of cholesterol in the CNS during late-stage disease possibly due to phagocytosis of neuronal debris. Our data reveal that SOD1^G93A^ astrocytes are characterized more by a loss of supportive function than a toxic phenotype during ALS disease progression and future studies should focus upon restorative therapies.

## Introduction

Amyotrophic lateral sclerosis (ALS) is a neurodegenerative disorder characterized by progressive loss of motor neurons and resulting muscular weakness leading to death on average within 2–3 years of symptom onset. ALS occurs in approximately 2 per 100,000 population with incidence enhanced by: increasing age; gender (1.6:1 male to female ratio); and genetic susceptibility. Five to 10% of cases of ALS are familial (fALS) and multiple causative genes have been identified (Goodall et al., 2012). The most common known genetic cause of ALS is a mutation in the *C9ORF72* gene (Dejesus-Hernandez et al., 2011; Renton et al., 2011), implicated in approximately 7% of sporadic cases (sALS) and 43% of fALS (Cooper-Knock et al., 2012). Mutations in *SOD1* (Cu/Zn superoxide dismutase (1) are the second most common genetic cause of ALS, and account for 10–20% of fALS (Cudkowicz et al., 1997). Transgenic mice expressing mutant human SOD1 (mSOD1) are widely used as an animal model of ALS, allowing for detailed study of motor neurons and the surrounding glia during disease progression (Gurney et al., 1994; Turner and Talbot, 2008). Using the SOD1^G93A^ model of ALS originally developed by Gurney et al. (1994) we have developed the model on a homogeneous background featuring highly consistent disease progression (Mead et al., 2011), which allows analysis of discrete time-points in disease.

Astrocytes play important roles in development, blood flow, homeostasis, synaptic function, metabolism, and formation of the blood brain barrier (Sofroniew and Vinters, 2010). In ALS, astrocytes become activated in a process called reactive astrogliosis, in which astrocytes become hypertrophic and release increased levels of chemokines and cytokines (Blackburn et al., 2009; Philips and Robberecht, 2011). Astrocytic protein inclusions containing mSOD1 are an early feature of disease in the mSOD1 mouse model (Bruijn et al., 1997). Selective expression of mSOD1 in astrocytes alone failed to provoke an ALS phenotype (Gong et al., 2000), but silencing mSOD1 expression in astrocytes significantly slowed disease progression in the SOD1^G37R^ mouse model (Yamanaka et al., 2008), without affecting the level of astrogliosis. Studies using chimeric mice have shown normal motor neurons develop features of ALS pathology when surrounded by mSOD1-expressing glial cells (Clement et al., 2003). *In vitro* mSOD1 astrocytes are selectively toxic to motor neurons (Nagai et al., 2007; Bilsland et al., 2008; Cassina et al., 2008; Díaz-Amarilla et al., 2011) and this toxicity has been replicated in astrocytes derived from human cases of sporadic and familial MND (Haidet-Phillips et al., 2011; Re et al., 2014). In concert with these increased toxic properties of astrocytes, ALS is characterized by a loss of essential supportive behavior in these cells. Glutamate re-uptake, a process in which astrocytes play a major part, is compromised in the ALS spinal cord, motor cortex, and somatosensory cortex (Rothstein et al., 1995). *In vitro*, the presence of mutant SOD1 within astrocytes leads to altered GluR2 AMPA receptor subunit expression in co-cultured neurons, increasing their susceptibility to excitotoxic damage (Van Damme et al., 2007). Mutant SOD1 is also suggested to render astrocytes vulnerable to excitotoxic damage through activation of mGluR5 (Rossi et al., 2008) which can be rescued by the anti-apoptotic Bcl-X_L_ leading to improved motor performance (Martorana et al., 2011).

Gene expression profiling using microarray technology has been used to delineate specific pathways that may serve as therapeutic targets in ALS. Laser capture microdissected (LCM) motor neurons from the SOD1^G93A^ mouse model at pre-symptomatic (~60 day), symptomatic (~90 day), and late-stage (~120 day) have been used previously to show the change in motor neuron transcriptional behavior throughout the disease course (Ferraiuolo et al., 2007). Microarray analysis of LCM astrocytes, taken from the pre-symptomatic time-point revealed dysregulated metabolic homeostasis, in particular a reduction in lactate provision from astrocytes to motor neurons (Ferraiuolo et al., 2011a). Due to the complexity of the disease process, a transcriptomic approach is needed so that interactions between the multiple disease mechanisms can be identified (Ferraiuolo et al., 2011b). This approach can then be used to study the specific changes that occur in astrocytes during ALS and how these affect their interaction with motor neurons. The aim of this study was to perform microarray analysis of laser-captured SOD1^G93A^ astrocytes from the symptomatic and late-stage time-points to complement the previous work performed by Ferraiuolo et al. (2011a) and to reveal the full extent of astrocytic behavior during disease progression. The data show that an activated phenotype becomes apparent at the symptomatic stage which follows through to late-stage and is characterized by an up-regulation of transcripts involved in lysosomal and phagocytic pathways. We hypothesized that these pathways are up-regulated at the functional level. To test this, we performed enzymatic assays and *in vitro* experiments using fluorescently labeled NSC34 cell debris to confirm an intrinsic lysosomal and phagocytic up-regulation in SOD1^G93A^ astrocytes. At the late-stage, a dysregulation in transcripts involved in many steps of cholesterol processing also occurs and immunohistochemistry has confirmed an altered distribution of cholesterol processing enzymes in late-stage lumbar spinal cord. In combination with the pre-symptomatic data of Ferraiuolo et al. (2011a), these findings provide a detailed map of astrocyte behavior throughout disease and point to a loss of supportive function as the overwhelming astrocyte phenotype that emerges during the disease course.

## Materials and methods

### The SOD1^G93A^ mouse model

The SOD1^G93A^ mouse model, staining, LCM, and microarray analysis were performed as in Ferraiuolo et al. (2011a). Mice used were male SOD1^G93A^ transgenic mice B6SJL-Tg (SOD1^G93A^) 1 Gur/J, which had been backcrossed onto C57Bl/6 J Ola/Hsd (Harlan) for over 20 generations (Mead et al., 2011), and their non-transgenic (NTg) littermates were used. Three mice were used for disease and control groups at the symptomatic (90 days) and late-stage (120 days) time-points. All procedures were performed according to UK Home Office regulations and in accordance with guidelines specified by The University of Sheffield Ethics Committee.

### Rapid immunohistochemistry (IHC) using ALDH1L1

Rapid IHC staining of astrocytes, to allow rapid isolation of cells and preservation of RNA quality, was performed as previously described (Ferraiuolo et al., 2011a). Tissue sections (10 μm) were stained with primary antibody (rabbit polyclonal anti-ALDH1L1, Abcam, #ab 79727) at 1:50 dilution and secondary antibody and ABC reagent were from the Vectastain Rabbit IgG kit (Vector Labs # PK-6101).

### Laser capture of astrocytes

A minimum of 1500 astrocytes per animal were captured by LCM using the Arcturus Pixcell II microdissection instrument (Applied Biosystems, Carlsbad, CA) using Arcturus Capsure Macro LCM Caps (Applied Biosystems #LCM0211). RNA was extracted from captured cells using the Arcturus Picopure RNA Isolation kit (Applied Biosystems #12204-01) and tested for RNA quantity using the Agilent Nanodrop spectrophotometer ND-1000 (Agilent Technologies, Santa Clara, CA) and for quality using the RNA 6000 PicoChip kit (Agilent # 5067-1513).

### Microarray data analysis and gene ontology categorization

RNA was linearly amplified using the Two Rounds Amplification kit (Affymetrix) as per manufacturer's instructions. cRNA was generated using the GeneChip Expression 3′ Amplification Reagents for IVT labeling (Affymetrix). Fifteen micrograms of cRNA for each of 3 × SOD1^G93A^ and 3 × NTg mice was fragmented (Genechip reagents, Affymetrix) and 12.5 μg hybridized onto Mouse Genome 430 2.0 Genechips (Affymetrix). Prior to analysis probe sets were removed from the analysis if all samples were called absent using the MAS5 algorithm within Bioconductor (Gentleman et al., 2004). Initial GeneChip analysis for determination of differentially expressed transcripts was then performed using Genespring GX (Agilent) with the Probe Logarithmic Intensity Error (PLIER) algorithm. For Gene Ontology categorization, genes with *p* ≤ 0.05 and fold-change ≥2 were analyzed using the Database for Annotation and Visualization (DAVID) in combination with NetAffx Analysis Centre (www.affymetrix.com) and Genecards V3 (www.genecards.org).

### qPCR validation

The amplified samples used in the microarray analysis were diluted to 12.5 ng/μl and used for qPCR validation. Only selected genes were validated via q-PCR due to the limited availability of RNA from late stage animals following microarray analysis. As a result some pathways were only validated by functional tests. Genes were chosen based upon their presence in key pathways of interest. Optimization of primer concentrations was performed as described previously (Ferraiuolo et al., 2007). qPCR was performed in 10 μL reaction volumes using 5 μL Brilliant III Ultra Fast SYBR® Green qPCR mastermix (Agilent). Primer sequences, concentrations and the PCR programme used are shown in Supplementary Table 1. To calculate relative expression differences between SOD1^G93A^ astrocytes and NTg controls the 2[-Delta Delta C(T)] method was used (Livak and Schmittgen, 2001). *Gapdh* was chosen as the housekeeping gene due to a consistent expression level across all GeneChips and based upon previous optimization at the presymptomatic time-point (Ferraiuolo et al., 2011a).

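Gapdh encodes a glycolytic enzyme and is measured on these arrays by control probe sets at the 3′ end, the middle and the 5′ end of the transcript. The 3′ probe set had normalized log2 signals of 12.30 ± 0.02 (SD, n = 3) in NTg and 12.29 ± 0.12 (SD, n = 3) in SOD1 G93A mice at 90 days. At 120 days these were 12.14 ± 0.15 and 11.83 ± 0.18. The log2 fold change of SOD1 G93A over NTg was -0.01 (standard error 0.22, adjusted p = 1.00) at 90 days and -0.31 (adjusted p = 0.392) at 120 days. The middle probe set had log2 fold changes of 0.02 and 0.17 (adjusted p = 0.750 for the second) at the 2 ages, and the 5′ probe set -0.22 and 0.01 (adjusted p = 0.993 for the second). These control probe sets are not among those tested elsewhere. The limma values come from a fit of the 12 arrays in which they were added to the tested probe sets, and none of the 3 had an adjusted p under 0.05 in it at either age.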

### Astrocyte cell culture

Primary astrocyte cultures were set up as previously described (Ferraiuolo et al., 2011a). Cortices from 0 to 2 day old SOD1^G93A^ mice and their NTg littermates were used to make separate cultures of astrocytes. The presence of the transgene for each culture was ascertained using PCR for each pup tail clip. Cells were cultured in DMEM containing 10% FBS until 100% confluence was reached, at which time flasks were shaken overnight at 225 rpm at 37°C followed by mild trypsinisation (Saura et al., 2003) to separate astrocytes from microglia. Astrocytes were defined as ≥95% purity before use in experiments using a FACSCalibur flow cytometer (BD) and antibodies against GLAST (Miltenyi Biotech) and CD11b (Ebioscience) to check for microglial presence.

### β hexosaminidase activity assay

Symptomatic and late-stage mice were euthanized via intraperitoneal injection of pentobarbital and perfused with PBS. Spinal cords were dissected, cut just above the lumbar enlargement to give the “upper cord” and “lower cord,” and rapidly frozen in liquid nitrogen. Sections of tissue (~5 mg) were dissected from the thoracic section of the upper cord and the lumbar section of the lower cord on dry ice and then homogenized using a glass tissue homogeniser (Jencons, England). Protein concentration of homogenates was measured using BCA assay (Sigma #B9643) and samples diluted to 1 mg/mL using distilled water. Five microliters of diluted homogenate was added to 500 μL McIlvaine citrate–phosphate pH 4.5 buffer (MV4.5) and 100 μL aliquots taken. All tubes and substrate solution [4-Methylumbelliferyl N-acetyl-β-D-glucosaminide (Sigma) at 1.1 mg/mL in MV4.5] were warmed for 2 min at 37°C, before the substrate was added at timed intervals in 100 μL volumes to all tubes. All tubes were then incubated at 37°C for 10 min and then stopping solution (0.25 M glycine buffer pH10.4) added at timed intervals. Sample fluorescence was then read using a FLUOstar Omega platereader (BMG Labtech) with excitation settings of 365 nm and emission of 450 nm.

### Astrocyte phagocytosis assay

Cell debris was created by placing complete medium containing 1:200 Vybrant Dil (Life Technologies) onto the murine NSC34 motor neuronal cell line for 20 min at 37°C. Cells were washed for 10 min in fresh complete medium and were then placed in serum-free DMEM for 48 h to induce cell death. Cells were collected and counted and stored at −80°C. Neonatal astrocytes from SOD1^G93A^ and NTg mice were seeded at a density of 4 × 10^3^ per well of a 384 well optical plate (Greiner Bio One) and changed to serum-free medium (DMEM/F12 containing 1 × N2) 24 h prior to exposure to cell debris. NSC34 debris was placed onto astrocytes at a concentration of 125 cells/μL in serum-free medium. Following a 48 h incubation at 37°C, cultures were washed 3 times with PBS and fixed with 4% PFA for 15 min at room temperature. As a negative control, cells were treated with decreasing concentrations of Latrunculin A (10, 5, and 1 μM), a commonly used phagocytosis inhibitor that forms a complex with actin filaments and inhibits actin polymerization and elongation. One micromolar was the concentration that less affected astrocyte viability and morphology and was, therefore, used as a negative control for the phagocytosis assay. Cells were treated overnight with 1 μM Latrunculin A (Sigma), the day after cells were washed and cell debris were applied onto the cells as above. Astrocytes were stained with anti-GFAP antibody (Abcam #ab7260) and nuclei were visualized using Hoescht staining. The InCell 2000 (GE) was used for image capture of 9 fields per well (5 wells per sample) and subsequent analysis was performed using InCell Developer Toolbox v.1.9 (GE) with an analysis protocol that counted debris if ≥65% of debris-signal overlapped with GFAP-signal. Confocal images of phagocytosis were taken on a Leica SP5 confocal microscope using a x63/1.4 oil immersion objective lens. Z-stack images were taken at a resolution of 512 × 512 pixels at intervals of 0.12 μm throughout the depth of the cell of interest.

### Immunohistochemistry for SREBP2

Sections of frozen spinal cord (10 μm) were taken from three symptomatic SOD1^G93A^ mice and 3 age-matched NTg controls. Staining was performed as per the manufacturer's protocol using the Vectastain Rabbit IgG kit as used for Aldh1l1 staining. The primary antibody used was Ab282482 (AbCam) at 1:400 dilution in blocking solution. SREBP2 staining was visualized using diaminobenzidine and nuclei were visualized using haemotoxylin. Microscopy was performed using a Nikon Eclipse Ni microscope with a Nikon DS-Ri1 camera using brightfield settings of 9.5 ms exposure for 20X magnified images and 44 ms exposure for 40X magnified images.

### Cholesterol assay

Primary cortical astrocytes isolated from neonate SOD1^G93A^ mice and their NTg littermates were plated in a 96-well plate at a density of 3 × 10^4^ cells/well. Twenty-four hours post-plating cells were either treated with U-18666A 1.25 μM, a cholesterol transport inhibitor, or medium was replaced. Forty-eight hours later cells were fixed and cholesterol staining using Filipin III was performed as per manufacturer's instructions. All wells were scanned and images collected using the InCell 2000 (GE). Image analysis was performed using ImageJ (http://imagej.nih.gov/ij/). All images were treated as stacks and adjusted for brightness, background and threshold using the same parameters. Data on signal intensity and signal area were collected using the function “Analyse Particles.” Three independent cell preparations were analyzed in triplicate for each condition.

### Statistical tests

All statistical analyses were performed in GraphPad Prism v6.05 (Graphpad Software Inc.). qPCR data, phagocytosis and cholesterol assay data was analyzed using an independent samples *t*-test whilst lysosomal enzyme activity was analyzed using One-way ANOVA with Tukey *post-hoc* test.

## Results

### Gene expression profiling of symptomatic and late-stage astrocytes

The transcriptomics study performed here is the first to complete an analysis of astrocytes from multiple stages of disease in the SOD1^G93A^ mouse model of ALS. 

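SOD1 G93A mice carry a human SOD1 transgene with a mutation that causes ALS, and non-transgenic (NTg) littermates served as controls. Astrocytes of the lumbar ventral horn had been collected by laser capture microdissection, which cuts chosen cells out of a stained section, from 3 SOD1 G93A and 3 NTg mice at 90 days (symptomatic) and from 3 and 3 other mice at 120 days (late-stage). The RNA of each mouse was on 1 Affymetrix Mouse 430 2.0 array, 12 arrays in 4 groups of 3, so that n = 3 mice throughout and the number of arrays limits the precision. The paper describes staining for ALDH1L1 and the PLIER algorithm, whereas the sample labels name toluidine blue and MAS5. The values used here are those deposited with the labels. They are linear intensities with 1 decimal place for 45101 probe sets, scaled by the authors to a trimmed mean of 100 on every array. From these, log2(intensity + 7) was taken and quantile normalized within each time point, so levels are not comparable between 90 and 120 days. Because of the offset of 7, fold changes of dim probe sets are understated. The 26132 probe sets above the median of their own array on at least 3 arrays were tested with limma in one fit of the 4 groups (8 residual degrees of freedom), with Benjamini-Hochberg adjustment, and a probe set or gene is said to rise or fall where the adjusted p was under 0.05. All log2 fold changes are SOD1 G93A relative to NTg of the same age. Gene lists fixed before the data were examined were tested with camera on 1 probe set per gene, the brightest, for 12458 genes. Camera used a preset correlation of 0.01 between genes. With an estimated correlation, the symptomatic calls that hold are those of markers of astrocyte reactivity, markers of resting microglia, genes of activated, disease-associated microglia, genes of the lysosome, phagocytic receptors and their signalling, complement components, receptors and regulators, chemokines and chemokine receptors, antigen presentation genes, enzymes of cholesterol synthesis and potassium channels, and the late-stage calls that hold are those of markers of astrocyte reactivity, markers of resting microglia, genes of activated, disease-associated microglia, phagocytic receptors and their signalling, complement components, receptors and regulators, antigen presentation genes, potassium channels and cytosolic ribosomal proteins. Endogenous mouse Sod1 was not called on any of its probe sets. The brightest had a log2 fold change of -0.35 (standard error 0.23, adjusted p = 1.00) at 90 days and 0.04 (adjusted p = 0.929) at 120 days. Mouse probe sets do not measure the human transgene and so do not check the labels.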

There is an expected up-regulation of many genes involved in astrocyte activation [e.g., glial fibrillary acidic protein (*Gfap*; 90d: ~+3, 120d: +10.48), *Cd44* (90d: +2.72; 120d: +5.56)] and inflammation signaling a reactive astrocyte phenotype. 

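Markers of astrocyte reactivity were higher in SOD1 G93A material at both stages. Of 34 measured, 4 rose and none fell (11 rose when adjusted over the list alone) at 90 days, with a median log2 fold change of 0.94 (camera adjusted p = 5.92e-17). At 120 days 19 rose and none fell (24 rose when adjusted over the list alone), with a median of 1.90 (camera adjusted p = 1.54e-18). Gfap, the intermediate filament of reactive astrocytes, rose at 120 days to a normalized log2 signal of 11.95 ± 0.44 (SD, n = 3) in SOD1 G93A mice and 7.16 ± 0.58 (SD, n = 3) in NTg mice, a log2 fold change of 4.79 (standard error 0.46, adjusted p = 0.000123). At 90 days its log2 fold change was 1.66 (standard error 0.46, adjusted p = 0.365), which did not pass the test. Cd44, a hyaluronan receptor, had a log2 fold change of 1.16 (standard error 0.55, adjusted p = 0.906) at 90 days and rose at 120 days by a log2 fold change of 2.64 (standard error 0.55, adjusted p = 0.0139). Timp1, an inhibitor of matrix metalloproteinases, rose at both stages, with log2 fold changes of 3.26 (standard error 0.38, adjusted p = 0.00253) and 3.27 (standard error 0.38, adjusted p = 0.000447). S100a6, a calcium-binding protein, had a late-stage log2 fold change of 2.87 (adjusted p = 0.000277) and Socs3, a feedback inhibitor of cytokine signalling, one of 3.61 (adjusted p = 0.000375). Of 24 markers of resting astrocytes, none passed (0 passed when adjusted over the list alone) at 90 days (median 0.14, camera adjusted p = 0.359). At 120 days 2 rose and none fell (2 rose and 1 fell when adjusted over the list alone), with a median of 0.06 (camera adjusted p = 0.376), and one of those that rose was Sox9, an astrocyte transcription factor, at 1.53 (adjusted p = 0.0241). The mean log2 score of the resting microglia markers was higher in SOD1 G93A than in NTg material by 0.64 at 90 days and 1.07 at 120 days (exact permutation test, two-sided p = 0.1 at each, the smallest that 3 against 3 allow). Timp1 lost its call at 90 days when each stage was fitted alone. Cd44 lost its call at 120 days without NTg replicate 3, and Sox9 without SOD1 G93A replicate 2 or NTg replicate 2 or 3 (highest adjusted p = 0.118). Cd44 and Sox9 lost their calls also when each stage was fitted alone. From these genes and those of inflammation the paper describes a reactive astrocyte phenotype.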

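Lysosomal genes, which encode the enzymes and membrane proteins of the organelle that degrades engulfed material, shifted up as a group in SOD1 G93A material at both stages. Of 64 measured, 4 rose and none fell (14 rose when adjusted over the list alone) at 90 days, with a median log2 fold change of 0.30 (camera adjusted p = 4.14e-13). At 120 days 18 rose and 2 fell (21 rose and 2 fell when adjusted over the list alone), and the median was 0.30 (camera adjusted p = 7.95e-06; adjusted p = 0.0918 with an estimated correlation). Cd68, a lysosomal membrane glycoprotein abundant in phagocytes, rose at 90 days by a log2 fold change of 2.20 (standard error 0.24, adjusted p = 0.00206). At 120 days it had a normalized log2 signal of 7.79 ± 0.22 (SD, n = 3) in SOD1 G93A mice and 5.21 ± 0.22 (SD, n = 3) in NTg mice, a log2 fold change of 2.58 (standard error 0.24, adjusted p = 9.94e-05). The genes that fell were Gga2, an adaptor that sorts proteins towards lysosomes, at -1.0 (adjusted p = 0.0396), and Ids, which degrades sulfated sugars, at -1.40 (adjusted p = 0.0313). Both were named after their values were seen. Whether their calls hold with an array left out or under other settings is not given here. Of 17 subunits of the vacuolar proton pump, which acidifies the lysosome, none passed (0 passed when adjusted over the list alone) at 90 days (median -0.05, camera adjusted p = 0.293). At 120 days 2 fell and none rose (7 fell when adjusted over the list alone), with a median of -0.61 (camera adjusted p = 0.0103; adjusted p = 0.361 with an estimated correlation). They were Atp6v1h at -1.29 (adjusted p = 0.0315) and Atp6v1c1 at -0.93 (adjusted p = 0.0357). With the neuronal list score of each array as a covariate, added after seeing the data, the late-stage median of this list turned to 0.20 (adjusted p = 0.688). Markers of resting microglia had median log2 fold changes of 0.72 (camera adjusted p = 2.79e-08) and 1.20 (camera adjusted p = 5.23e-07) at the 2 stages. Atp6v1h lost its call at 120 days without SOD1 G93A replicate 3 or NTg replicate 1, 2 or 3, and Atp6v1c1 without SOD1 G93A replicate 2 or 3 or NTg replicate 1, 2 or 3 (highest adjusted p = 0.146). Atp6v1h and Atp6v1c1 lost their calls also with dim probe sets kept and when each stage was fitted alone, and Atp6v1c1 with values as deposited and with median centring.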

In support of this, a profound up-regulation of lysosomal genes is observed, which may reflect a general increase in astrocyte reactivity already seen in ALS and could be a response to increased phagocytic activity of SOD1^G93A^ astrocytes. Concurrently, SOD1^G93A^ astrocytes continue to decrease the expression of transcripts involved in the support of neurons such as those involved in maintaining homeostasis and neuronal support; steroid and cholesterol biosynthesis, neurotransmitter receptors and potassium and sodium ion channels important for sensing alterations in the synaptic space.

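Neurotransmitter receptor genes and genes of sodium transport shifted down in late-stage SOD1 G93A material. Of 34 receptor genes measured, 9 fell and none rose (1 rose and 13 fell when adjusted over the list alone) at 120 days, with a median log2 fold change of -0.76 (camera adjusted p = 6.99e-05; adjusted p = 0.0918 with an estimated correlation). They included Chrna7 and Chrnb2, subunits of nicotinic acetylcholine receptors, with a log2 fold change of -2.40 (standard error 0.43, adjusted p = 0.00685) and -1.78 (standard error 0.34, adjusted p = 0.00871). Gabra5 and Gabra2, subunits of GABA receptors, had log2 fold changes of -1.82 (adjusted p = 0.00501) and -1.55 (adjusted p = 0.00743). At 90 days, none passed (0 passed when adjusted over the list alone), with a median of -0.20 (camera adjusted p = 0.0177; adjusted p = 0.302 with an estimated correlation). This list call was lost without SOD1 G93A replicate 3 (adjusted p = 0.241). Of 17 genes of a list of sodium channels, pumps and exchangers, 7 fell and none rose (8 fell when adjusted over the list alone) at 120 days, with a median of -0.53 (camera adjusted p = 0.000517; adjusted p = 0.0918 with an estimated correlation), and none passed (0 passed when adjusted over the list alone) at 90 days (median -0.12, camera adjusted p = 0.136). Slc12a5 of that list, a potassium and chloride cotransporter of neurons that carries no sodium, fell with a log2 fold change of -1.75 (standard error 0.23, adjusted p = 0.00112). Without it, a choice made after seeing the data, 6 of 16 fell at 120 days, with a median of -0.49 (camera adjusted p = 0.00264; adjusted p = 0.0943 with an estimated correlation). The sodium channel genes Scn4b, Scn8a and Scn1a had log2 fold changes of -1.29 (adjusted p = 0.0114), -1.12 (adjusted p = 0.0128) and -1.17 (adjusted p = 0.0153). General neuronal and synaptic genes had a median log2 fold change of -0.75 at 120 days (camera adjusted p = 0.000101; adjusted p = 0.165 with an estimated correlation). With the neuronal list score of each array as a covariate, added after seeing the data, the median of the receptor genes was -0.18 (adjusted p = 0.0377) at 120 days and 0.00 (adjusted p = 0.143) at 90 days, and that of the 17 genes of the sodium list -0.55 (adjusted p = 0.0356) at 120 days. Chrnb2, Scn4b, Scn8a and Scn1a lost their calls at 120 days without NTg replicate 2 (highest adjusted p = 0.0798). Scn1a lost its call also when each stage was fitted alone.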

All GeneChips from the symptomatic and late-stage time-points were similar in terms of percentage present call (mean = 50.42% range = 36.27–57.81%) and average background signal (mean = 33.41 range = 30.47–35.74) and GeneChips within each time-point fell within the scale factor of three recommended by Affymetrix. 

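The arrays had equal trimmed means of 100 and differed in how their signals were spread. The median signal lay between 24.9 and 30.4 on the NTg arrays and between 27.8 and 29.8 on the SOD1 G93A arrays of 90 days. At 120 days it lay between 27.9 and 37.1 on the NTg arrays and between 38.8 and 55.2 on the SOD1 G93A arrays. On the log2 scale the medians spanned 0.23 at 90 days and 0.83 at 120 days. The 3′ probe set of Gapdh was brighter than its 5′ probe set, as in RNA that was amplified from the 3′ end, by a log2 ratio of 3.92 ± 0.60 (SD, n = 3) in NTg and 4.12 ± 0.46 (SD, n = 3) in SOD1 G93A mice at 90 days. At 120 days the ratios were 4.78 ± 0.24 and 4.64 ± 0.39. Across probe sets, the mean Pearson's r of an array with the other 2 of its group lay between 0.915 and 0.942 in NTg and 0.914 and 0.930 in SOD1 G93A mice at 90 days, and 0.945 and 0.952 in NTg mice at 120 days. The lowest r of 2 arrays of a group was 0.909, 0.912 and 0.940 in these groups. Of the late-stage SOD1 G93A arrays, replicate 3 correlated least, with a mean r of 0.835 and a lowest of 0.834, and replicates 1 and 2 had means of 0.880 and 0.880, which include it. Probe sets are not independent replicates, so these are descriptions of the arrays.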

At the symptomatic time-point 276 transcripts (corresponding to 321 probe sets due to multiple probe sets per transcript) were differentially expressed with fold change ≥2 and *p* < 0.05 in SOD1^G93A^ astrocytes compared to NTg controls with 117 transcripts (139 probe sets) showing decreased expression and 159 transcripts (182 probe sets) increased expression. 

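Several of the genes that rose most in SOD1 G93A material at 90 days are in the list of activated microglia genes. Cst7, an inhibitor of cysteine cathepsins, had a log2 fold change of 3.59 (standard error 0.29, adjusted p = 0.000216). Lyz1 and Lyz2, the lysozymes, rose by log2 fold changes of 3.00 (adjusted p = 0.0135) and 2.50 (adjusted p = 0.0137). Cd52, a small surface glycoprotein of leukocytes, rose by 2.65 (adjusted p = 0.0167), and Gpnmb, a transmembrane glycoprotein of phagocytes, by 2.52 (adjusted p = 0.0429). Among the genes that fell were Chodl, a marker of fast motor neurons, with a log2 fold change of -3.41 (standard error 0.60, adjusted p = 0.0487), and Rspo2, which enhances Wnt signalling, at -2.86 (adjusted p = 0.0135). Syndig1l had a log2 fold change of -2.52 (adjusted p = 0.0282), Mctp1, a calcium-binding membrane protein, of -2.34 (adjusted p = 0.00206) and Pde6b, a phosphodiesterase subunit, of -1.66 (adjusted p = 0.0298). Decreases that reached the paper's fold change and unadjusted p but not an adjusted p under 0.05 included those of Mmp9 at -2.18 (adjusted p = 0.0641), Trhr at -2.13 (adjusted p = 0.132), Cd24a at -1.93 (adjusted p = 0.416) and Pdgfd at -1.80 (adjusted p = 0.204). With limma, 36 of 26132 probe sets passed, 30 higher and 6 lower in SOD1 G93A material (26 and 6 genes). At the paper's fold change of 2 and unadjusted p under 0.05, 261 probe sets were higher and 201 lower, for 201 and 154 genes. Leaving out single arrays lowered the number that passed to between 12 and 25, and fitting the stage alone lowered it to 13. Lyz1 and Lyz2 lost their calls at 90 days without SOD1 G93A replicate 2 or 3 or NTg replicate 2, Cd52 without SOD1 G93A replicate 1 or 3 or NTg replicate 1 or 2, Gpnmb and Pde6b without any 1 of the 6 arrays of the stage, Chodl and Syndig1l without SOD1 G93A replicate 1, 2 or 3 or NTg replicate 2 or 3, and Rspo2 without SOD1 G93A replicate 2 or 3 or NTg replicate 2 or 3 (highest adjusted p = 0.305). Lyz1, Lyz2, Cd52, Gpnmb, Chodl, Rspo2, Syndig1l and Pde6b lost their calls also when each stage was fitted alone, Cd52, Gpnmb, Chodl, Syndig1l and Pde6b with an offset of 1, Gpnmb, Chodl and Pde6b with quantile normalization over all 12 arrays, Gpnmb, Chodl, Syndig1l and Pde6b with dim probe sets kept, Chodl with values as deposited and with array weights, and Pde6b with a trended and robust prior.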

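Late-stage SOD1 G93A material held many more changed transcripts in the same test, in both directions. Lgals3, galectin 3, a lectin of activated phagocytes, rose most, to a normalized log2 signal of 10.48 ± 0.47 (SD, n = 3) in SOD1 G93A mice and 3.97 ± 0.84 (SD, n = 3) in NTg mice, a log2 fold change of 6.51 (standard error 0.57, adjusted p = 8.06e-05). Nupr1, a nuclear stress-response protein, had a log2 fold change of 5.18 (adjusted p = 0.000511), and Mpeg1, a pore-forming protein of macrophages, one of 4.08 (adjusted p = 6.89e-05). Tent5c, a poly(A) polymerase, rose by 3.96 (adjusted p = 0.00108). The lysozyme gene Lyz1 and the cathepsin inhibitor gene Cst7 rose by 5.03 (adjusted p = 6.89e-05) and 4.49 (adjusted p = 1.27e-05). The largest decreases were those of Fam227b at -2.91 (adjusted p = 0.000325), Eif5a2, a translation factor, at -2.86 (adjusted p = 0.0140) and Sgsm3 at -2.86 (adjusted p = 0.000651). Slc25a13, the mitochondrial aspartate and glutamate carrier, fell with -2.53 (adjusted p = 0.00162), Nat8f5 with -2.52 (adjusted p = 0.00337), Clec2l with -2.47 (adjusted p = 0.00310) and the myosin heavy chain gene Myh7 with -2.46 (adjusted p = 0.00517). Of the probe sets tested, 1948 passed, 940 higher (582 genes) and 1008 lower (785 genes). The late-stage NTg arrays stood apart from all other arrays on the second principal component, at -68.4 to -65.3 against -14.8 to 59.6. Some of these calls may thus come from the late-stage NTg material, by its handling or age. No value here separates this from an effect of the disease. At a fold change of 2 and unadjusted p under 0.05, 3319 probe sets differed, 1354 higher and 1965 lower (847 and 1488 genes). With the values as deposited, without normalization between arrays, 2032 were higher and 1526 lower. Without NTg replicate 2 the number that passed fell to 477 (367 higher and 110 lower), without NTg replicate 3 to 604 (406 higher and 198 lower), without NTg replicate 1 to 1047 (596 higher and 451 lower) and without SOD1 G93A replicate 3 to 1098 (645 higher and 453 lower), and when the stage was fitted alone it was 759 (466 higher and 293 lower). In each of these higher ones outnumbered lower ones, unlike with all arrays. Eif5a2 lost its call at 120 days without NTg replicate 2 (adjusted p = 0.0751). Eif5a2 lost its call also when each stage was fitted alone.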

At late-stage 1685 transcripts (2066 probe sets) were differentially expressed with fold change ≥2 and *p* ≤ 0.05, with 1330 transcripts (1595 probe sets) showing decreased expression and 355 transcripts (471 probe sets) with increased expression. A list of genes with FC ≥ 2 and *p* < 0.05 for both symptomatic and late-stage categorized by gene function is shown in Supplementary Datasheet 1 [CEL files for each of the 12 GeneChips have been uploaded to the Gene Expression Omnibus Repository (GSE69166)]. PCR performed on glial cell markers before and after picking showed the astrocyte marker GFAP to still be present in LCM material, whilst levels of different cellular markers in array material shows astrocytes to be a major component of the picked material (Supplementary Figure 1). Therefore, the RNA analyzed here is from a mixed cell population with a significant astrocytic component.

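The captured material held transcripts of microglia, neurons and oligodendrocytes beside those of astrocytes. Mean signals of resting microglia markers separated the genotypes at both ages, and those of general neuronal genes at 120 days only. The mean normalized log2 signal of 16 markers of resting microglia was 7.18 ± 0.13 in SOD1 G93A and 6.54 ± 0.13 in NTg mice (SD, n = 3 each) at 90 days and 7.12 ± 0.08 in SOD1 G93A and 6.05 ± 0.13 in NTg mice at 120 days. At 90 days 1 rose and none fell (4 rose when adjusted over the list alone), and at 120 days 8 rose and 1 fell (10 rose and 1 fell when adjusted over the list alone). Csf1r, the receptor for the growth factor of microglia, had a log2 fold change of 1.13 (standard error 0.25, adjusted p = 0.147) at 90 days and 2.07 (adjusted p = 0.000511) at 120 days. The member that fell was Adgrg1, an adhesion receptor that many neural cells also express, at -0.98 (adjusted p = 0.0252). It was named after its values were seen. Whether its call holds with an array left out or under other settings is not given here. Of 26 genes of activated microglia, 9 rose and none fell (18 rose when adjusted over the list alone) at 90 days and 17 rose and none fell (21 rose when adjusted over the list alone) at 120 days. Their median at 90 days was 1.64 (camera adjusted p = 1.48e-35). Of 33 general neuronal and synaptic genes, none passed (0 passed when adjusted over the list alone) at 90 days, with a median of -0.16 (camera adjusted p = 0.0360; adjusted p = 0.457 with an estimated correlation), and 1 rose and 10 fell (1 rose and 16 fell when adjusted over the list alone) at 120 days. Vsnl1, a calcium sensor, fell with -1.59 (adjusted p = 0.0166), and Gap43, a growth-cone protein, rose with 1.43 (adjusted p = 0.0178). Motor neuron markers had medians of -0.51 (camera adjusted p = 1.45e-07; adjusted p = 0.0990 with an estimated correlation) and -1.19 (camera adjusted p = 2.18e-05; adjusted p = 0.139 with an estimated correlation). Of 20, 1 fell and none rose (2 fell when adjusted over the list alone) at 90 days and 8 fell and none rose (12 fell when adjusted over the list alone) at 120 days, among them the neurofilament gene Nefm at -1.68 (adjusted p = 0.0124) and Nefh at -1.30 (adjusted p = 0.0204). Of 12 fibroblast markers, 2 rose and none fell (2 rose when adjusted over the list alone) at 120 days, with a median of 1.19 (camera adjusted p = 0.00341; adjusted p = 0.361 with an estimated correlation), and none passed (0 passed when adjusted over the list alone) at 90 days (median -0.17, camera adjusted p = 0.293). The 2 were Fmod, a collagen-binding proteoglycan, at 3.67 (adjusted p = 0.00653), and Aebp1 at 2.01 (adjusted p = 0.0268). The fibroblast list call was lost without SOD1 G93A replicate 3 (adjusted p = 0.129), whose score was 8.30 against 6.65 and 6.54 in the other SOD1 G93A mice. With the neuronal list score of each array as a covariate, added after seeing the data, the fibroblast median at 120 days was 0.46 (adjusted p = 0.0577). The neuronal call at 90 days was lost without SOD1 G93A replicate 3 or NTg replicate 1 or 3 (adjusted p up to 0.664). Nefh and Aebp1 lost their calls at 120 days without SOD1 G93A replicate 3 or NTg replicate 2 or 3, Vsnl1 without SOD1 G93A replicate 3 or NTg replicate 2, Gap43 without NTg replicate 1, 2 or 3, and Nefm without NTg replicate 2 or 3 (highest adjusted p = 0.118). Nefh lost its call also when each stage was fitted alone.

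**Figure D1:**
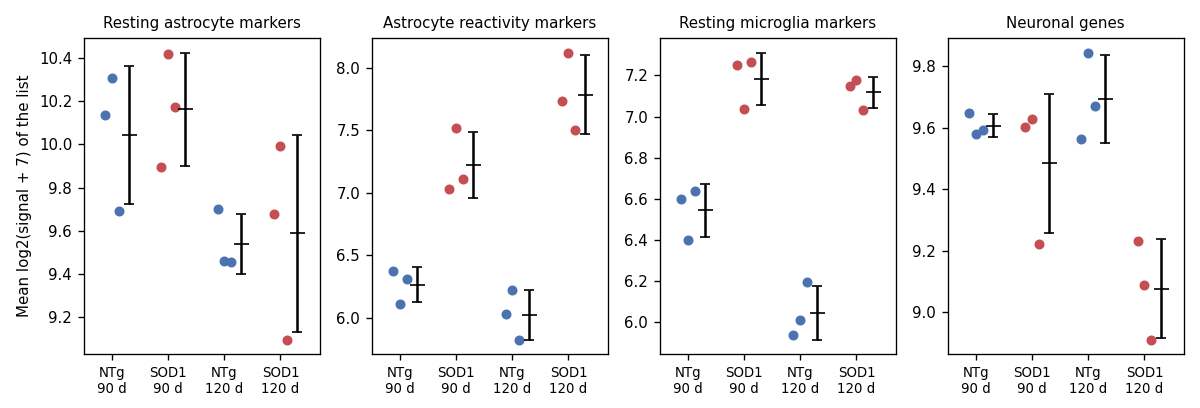
Mean normalized log2 signal of marker lists of cell types (y axis) in each mouse, by genotype and age (x axis), with 1 point per array and bars for the mean ± SD of 3 mice. The 4 panels hold markers of resting astrocytes, of astrocyte reactivity, of resting microglia and of neurons. Arrays were normalized within each age, so heights are to be compared within an age. The microglia scores of all 3 SOD1 G93A mice lie above those of all 3 NTg mice at both ages.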

Enrichment analysis was performed for genes that were differentially expressed at symptomatic and late-stage time-points to assess genes involved from disease onset (Table 1 and Supplementary Datasheets 1–6). This showed symptomatic and late-stage SOD1^G93A^ astrocytes to be very similar in terms of gene expression. 

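Nearly all genes that rose in SOD1 G93A material at 90 days rose at 120 days too. Of the 30 probe sets that rose at 90 days, 29 rose at 120 days, where independent lists of these sizes would share 1.08. Of the 6 that fell, 4 fell at 120 days (expected 0.231). Over the alternatives and left-out arrays, the shared higher ones ran from 9 (each stage fitted alone) to 94 (array weights). The shared lower ones ran from 0 to 16 under the same choices. The 2 comparisons use different mice and different controls, but one fit gave each probe set the same variance at both ages. Their lists are therefore not independent, and the expected numbers are only a rough guide. Across all probe sets tested, the log2 fold changes of the 2 stages had a Pearson's r of 0.410 and a covariance of 0.112, across probe sets that are not independent replicates. The test of the difference between the stages called 0 probe sets with limma, and 2414 had an unadjusted p under 0.05. With a trended and robust prior it called 20, with an offset at the 50th percentile 3, and without NTg replicate 2 of the 90-day mice 12. Among the genes with the smallest p for the difference, Cdkn1a, an inhibitor of the cell cycle, was higher at 120 days by a log2 difference of 2.90 (adjusted p = 0.192), and Sox4, a transcription factor, by 2.33 (adjusted p = 0.192). Lower at 120 days were Slc25a13, by -3.00 (adjusted p = 0.192), and Adgrl3, a latrophilin receptor, by -2.20 (adjusted p = 0.192). None of these passed the test. From the shared categories of its enrichment analysis the paper concludes that both stages are very similar in gene expression.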

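Phagocytic receptors and their signalling partners were higher in SOD1 G93A material at both stages. Of 43 measured, 3 rose and none fell (10 rose when adjusted over the list alone) at 90 days, with a median log2 fold change of 0.53 (camera adjusted p = 9.92e-14). At 120 days 17 rose and none fell (22 rose and 1 fell when adjusted over the list alone), with a median of 0.93 (camera adjusted p = 5.94e-11). Trem2, a lipid-sensing receptor of microglia, rose at 90 days with a log2 fold change of 2.61 (standard error 0.37, adjusted p = 0.0135). Tyrobp, the adaptor through which it signals, had a log2 fold change of 2.14 (adjusted p = 0.0870) at 90 days and rose at 120 days by 3.49 (adjusted p = 0.000451). Itgax, an integrin of activated phagocytes, rose by 2.82 (adjusted p = 0.0257) and 3.05 (adjusted p = 0.00200) at the 2 stages, and Cyba, a subunit of the phagocyte NADPH oxidase, by 3.15 (adjusted p = 0.000551) at 120 days. Without the members that also are in a microglia list, the medians were 0.42 (camera adjusted p = 5.64e-08) at 90 days and 0.80 (camera adjusted p = 8.70e-08) at 120 days. Trem2 lost its call at 90 days without SOD1 G93A replicate 1, 2 or 3 or NTg replicate 2 or 3, and Itgax without SOD1 G93A replicate 3 or NTg replicate 1 or 2 (highest adjusted p = 0.102). Trem2 lost its call also with the replicate number as a block (adjusted p = 0.0561). Itgax lost its call also with an offset of 1, with dim probe sets kept and when each stage was fitted alone.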

The most enriched categories for up-regulated transcripts by DAVID enrichment score consisted of the lysosome, positive regulation of immune response and positive regulation of phagocytosis, pointing to an increased reactivity of astrocytes beginning at symptom onset. 

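Potassium channel genes, which set the ability of a cell to take up and release potassium, shifted down as a group in SOD1 G93A material at both stages. Of 40 measured, none passed (3 fell when adjusted over the list alone) at 90 days, with a median log2 fold change of -0.32 (camera adjusted p = 1.87e-05). At 120 days 9 fell and none rose (1 rose and 15 fell when adjusted over the list alone), with a median of -0.70 (camera adjusted p = 6.56e-05). Kcnq5, Kcns3 and Kcnj3 fell at 120 days with log2 fold changes of -2.27 (standard error 0.46, adjusted p = 0.0123), -2.17 (standard error 0.37, adjusted p = 0.00481) and -1.98 (standard error 0.30, adjusted p = 0.00254), and Kcna2 with -1.49 (standard error 0.23, adjusted p = 0.00281). At 90 days the largest decrease, that of Kcnj14, was -2.00 (adjusted p = 0.350) and did not pass the test. Of 21 calcium channels and pumps, none passed (0 passed when adjusted over the list alone) at 90 days (median -0.26, camera adjusted p = 0.00464; adjusted p = 0.141 with an estimated correlation) and 6 fell and none rose (6 fell when adjusted over the list alone) at 120 days (median -0.65, camera adjusted p = 0.00297; adjusted p = 0.117 with an estimated correlation). Ryr2, a calcium release channel, fell with -1.56 (adjusted p = 0.00497), Cacna2d3 with -1.50 (adjusted p = 0.0104) and the pump gene Atp2a2 with -1.27 (adjusted p = 0.00829). Of 19 subunits of the mitochondrial ATP synthase, none passed (0 passed when adjusted over the list alone) at 90 days (median -0.17, camera adjusted p = 0.0159; adjusted p = 0.229 with an estimated correlation) and none passed (0 passed when adjusted over the list alone) at 120 days. The late-stage median was -0.01 while camera pointed up (adjusted p = 0.836). Of 47 subunits of the respiratory chain, none passed (0 passed when adjusted over the list alone) at 90 days, with a median of -0.14 (camera adjusted p = 0.000514; adjusted p = 0.302 with an estimated correlation). At 120 days 1 rose and 1 fell (0 passed when adjusted over the list alone), Ndufa2 at 1.00 (adjusted p = 0.0307) and Sdhd at -1.02 (adjusted p = 0.0428), with a median of -0.16 (camera adjusted p = 0.281). With the neuronal list score of each array as a covariate, added after seeing the data, the late-stage median of the potassium channels was -0.34 (adjusted p = 0.00235). The 90-day calls of the calcium channels were lost without SOD1 G93A replicate 3 or NTg replicate 3 (adjusted p up to 0.0993), and those of the ATP synthase without SOD1 G93A replicate 2 or NTg replicate 1 or 2 (adjusted p up to 0.0687). Kcnq5 and Cacna2d3 lost their calls at 120 days without NTg replicate 2 or 3, Ndufa2 without SOD1 G93A replicate 1 or 3 or NTg replicate 1, 2 or 3, and Sdhd without SOD1 G93A replicate 2 or 3 or NTg replicate 1, 2 or 3 (highest adjusted p = 0.179). Ndufa2 and Sdhd lost their calls also with median centring, with dim probe sets kept and when each stage was fitted alone, and Sdhd with values as deposited.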

Potassium transport was down-regulated at the symptomatic stage which developed into a more general disruption in ion homeostasis at late-stage, which also featured dysregulation of ATP biosynthesis genes. This may signify an increased inability of astrocytes from symptomatic to late-stage disease to sense their environment.

**Table 1:** **Enrichment analysis of transcripts differentially expressed in both the (A) symptomatic and (B) late-stage time-points in SOD1^G93A^ astrocytes vs. NTg controls (***p*** ≤ 0.05, FC ≥ 2)**.

	**Term**	**GO**	**Count**	**%**	**Enrichment score**
**A**					
**UP-REGULATED TRANSCRIPTS**					
1	Positive regulation of phagocytosis	0050766	7	4.46	5.94
2	Lysosome	0005764	11	7	5.22
3	Phagocytosis	0006909	8	5.1	4.01
4	Regulation of B cell mediated immunity	0002712	6	3.82	4
5	IgG binding	0019864	4	2.55	3.32
6	T cell proliferation	0042098	5	3.18	2.85
7	Positive regulation of B-cell mediated immunity	0002714	4	2.55	2.74
8	Regulation of type III hypersensitivity	0001803	3	1.91	2.55
9	Regulation of actin cytoskeleton organization	0032956	5	3.18	2.39
10	Positive regulation of apoptosis	0043065	8	5.10	2.08
**DOWN-REGULATED TRANSCRIPTS**					
1	Voltage-gated cation channel activity	0022843	8	6.84	5.08
2	Cation channel activity	0005261	9	7.69	4.47
3	Ion channel activity	0005216	10	8.55	4.44
4	Potassium ion binding	0030955	7	5.98	3.67
5	Cellular ion homeostasis	0006873	7	5.98	1.95
6	Regulation of neuron differentiation	0045664	4	3.42	1.43
7	Cellular metal ion homeostasis	0006875	4	3.42	1.4
8	Positive regulation of immune response	0050778	4	3.42	1.18
9	Metal ion binding	0046872	23	19.66	0.92
10	Skeletal muscle tissue development	0007519	3	2.56	0.87
**B**					
**UP-REGULATED TRANSCRIPTS**					
1	Lysosome	0005764	16	4.64	4.55
2	Complement activation, classical pathway	0006958	6	1.74	3.33
3	Positive regulation of phagocytosis	0050766	6	1.74	2.99
4	Positive regulation of cell migration	0030335	6	1.74	2.57
5	Positive regulation of immunoglobulin mediated immune response	0002891	4	1.16	2.30
6	Negative regulation of protein kinase activity	0006469	6	1.74	2.07
7	Protein maturation by peptide bond cleavage	0051605	7	2.03	2.02
8	Positive regulation of type II hypersensitivity	0002894	3	0.87	2.01
9	Regulation of phosphorylation	0042325	15	4.35	1.91
10	Positive regulation of adaptive immune response	0002821	5	1.45	1.90
**DOWN-REGULATED TRANSCRIPTS**					
1	Ion channel activity	0005216	58	4.36	9.14
2	Adenyl nucleotide binding	0030554	160	12.02	8.09
3	Modification-dependent macromolecule catabolic process	0043632	66	4.96	5.81
4	Nucleotide biosynthetic process	0009165	28	2.1	4.15
5	Hydrolase activity, acting on acid anhydrides, catalyzing transmembrane movement of substances	0016820	17	1.28	3.19
6	ATP metabolic process	0046034	16	1.2	2.56
7	ATP biosynthetic process	0006754	15	1.13	2.46
8	Chloride channel activity	0005254	11	0.83	1.88
9	Neurofilament cytoskeleton	0060053	5	0.38	1.71
10	Cyclase activity	0009975	6	0.45	1.66

*Category names have been summarized from the most significant cluster annotation terms. GO, gene ontology term code; Count, number of genes; %, proportion of total gene list; Enrichment score, DAVID enrichment score (higher values are more significant)*.

### Lysosomal up-regulation occurs at symptomatic stage and continues to late-stage disease

To functionally validate the findings of the gene expression data, we chose to investigate the increased reactivity of astrocytes that is apparent at the symptomatic stage and continues to late-stage disease. Due to the enrichment for lysosomal genes at both time-points, we chose to investigate this group of genes first. There is a clear up-regulation of lysosomal genes in SOD1^G93A^ astrocytes at both symptomatic and late-stage time-points (Table 2). 

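The probe sets that the paper lists as lysosomal were mostly higher in SOD1 G93A material. Of 13 that Table 2 gives for 90 days, 12 had a log2 fold change of the listed sign, and 5 rose with an adjusted p under 0.05 over all probe sets tested (12 when adjusted over the list alone). Of 19 given for 120 days, 18 had the listed sign, 14 rose and 1 fell (15 rose and 3 fell when adjusted over the list alone). The study chose these probe sets on the same arrays, so their counts are not independent evidence of a direction. Fewer of the 90-day ones passed without any 1 array of the stage, with dim probe sets kept or with each stage fitted alone. More passed with array weights. The lysosome list fixed beforehand was also tested without the members that also are in a microglia list. Its medians were then 0.27 (camera adjusted p = 7.27e-10) at 90 days and 0.17 (camera adjusted p = 0.000142) at 120 days. With an estimated correlation in camera the full list did not pass at 120 days (adjusted p = 0.0918). Laptm4b, which encodes a lysosomal membrane protein, fell at 120 days with a log2 fold change of -1.08 (standard error 0.25, adjusted p = 0.0235). Ctsb, cathepsin B, had log2 fold changes of 0.85 (adjusted p = 0.425) at 90 days and 1.34 (adjusted p = 0.00743) at 120 days, and Slc15a3, a lysosomal peptide transporter, 1.88 (adjusted p = 0.128) and 2.77 (adjusted p = 0.00162). Laptm4b lost its call at 120 days without SOD1 G93A replicate 2 or 3 or NTg replicate 2 or 3 (adjusted p = 0.111). Laptm4b lost its call also when each stage was fitted alone.

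**Figure D2:**
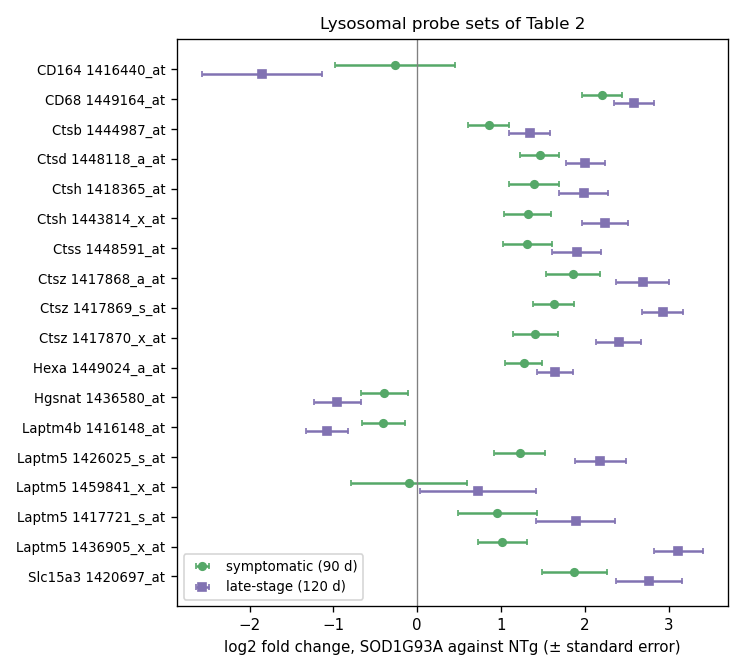
Log2 fold change of SOD1 G93A over NTg (x axis) of probe sets of Table 2 (y axis) at 90 and 120 days, with bars for the standard error of the limma fit on 3 against 3 mice. The probe sets of Cd68, Ctsd, Ctsz and Hexa lie to the right of 0 at both ages.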

The genes involved include several lysosomal digestive proteases: cathepsin D (*Ctsd*), cathepsin H (*Ctsh*), cathepsin S (*Ctss*), cathepsin Z (*CtsZ*); two glycosidase subunits: hexosamindase A (*Hexa*) and hexosaminidase B (*Hexb*); and two minor lysosomal membrane proteins: solute carrier family 11 member 1 (*Slc11a1*) and lysosomal associated transmembrane protein 5 (*Laptm5*). 

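Several lysosomal proteases and a subunit of hexosaminidase rose in SOD1 G93A material by 120 days. Ctsd, cathepsin D, an aspartic protease, rose at 90 days with a log2 fold change of 1.46 (standard error 0.23, adjusted p = 0.0275) and at 120 days, when it had a normalized log2 signal of 11.22 ± 0.19 (SD, n = 3) in SOD1 G93A mice and 9.22 ± 0.28 (SD, n = 3) in NTg mice, with a log2 fold change of 2.01 (standard error 0.23, adjusted p = 0.000448). Ctsz, cathepsin Z, an exopeptidase, rose with log2 fold changes of 1.63 (standard error 0.25, adjusted p = 0.0207) and 2.93 (standard error 0.25, adjusted p = 6.89e-05). Hexa, the alpha subunit of hexosaminidase, rose at both stages, with a log2 fold change of 1.27 (standard error 0.22, adjusted p = 0.0421) and 1.64 (standard error 0.22, adjusted p = 0.00102). Ctsh and Ctss, the cysteine proteases cathepsin H and S, did not pass at 90 days, at 1.32 (adjusted p = 0.132) and 1.31 (adjusted p = 0.161), and rose at 120 days by 2.24 (adjusted p = 0.000651) and 1.90 (adjusted p = 0.00281). Slc11a1, a metal ion transporter of phagosomes, had a log2 fold change of 1.09 (adjusted p = 0.483) at 90 days and rose by 1.34 (adjusted p = 0.0305) at 120 days. Laptm5, a lysosomal membrane protein of hematopoietic cells, had 1.02 (adjusted p = 0.416) and 3.11 (adjusted p = 0.000107). Olfml3, a marker of resting microglia, had a log2 fold change of 0.97 (adjusted p = 0.572) at 90 days. Ctsd and Hexa lost their calls at 90 days without any 1 of the 6 arrays of the stage, and Ctsz without SOD1 G93A replicate 1, 2 or 3 or NTg replicate 1 or 2 (highest adjusted p = 0.206). Ctsd and Hexa lost their calls also with median centring, Ctsd, Ctsz and Hexa with dim probe sets kept and when each stage was fitted alone, and Hexa with values as deposited and with an offset of 1. Slc11a1 lost its call at 120 days without SOD1 G93A replicate 1 or 2 or NTg replicate 2 or 3 (adjusted p = 0.146). Slc11a1 lost its call also with dim probe sets kept and when each stage was fitted alone. The paper states that the genes involved include digestive proteases, glycosidase subunits and minor membrane proteins of the lysosome.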

Out of five genes chosen for validation by qPCR, all showed regulation in the same direction as the microarrays and three genes (*Hexa, Ctsd, and Ctss*) showed a statistically significant difference between disease and control (Figure 1A). This indicated that several aspects of lysosomal activity are increased in the SOD1^G93A^ spinal cord as the disease progresses. To assess whether the differential expression of these genes translates to a functional difference in lysosomal enzyme activity we assayed the activity of β-hexosaminidase (β-hex) in the upper and lower spinal cord. β-hex is encoded by the *Hexa* and *Hexb* transcripts (Mahuran, 1995). B-hex activity was significantly increased compared to controls in the upper cord and lower cord at the late-stage of disease (Figure 1B). As in our previous work upon motor neurons from different disease stages of the SOD1^G93A^ mouse, no differences were observed between NTg littermates and mice overexpressing wild-type human SOD1 and NTg littermates were used for all further experiments to reduce the number of animals used.

**Table 2:** **Lysosomal genes differentially expressed with ***p*** ≤ 0.05 and fold-change ≥2 in SOD1^G93A^ astrocytes vs. NTg controls**.

**Gene**	**Full name**	**Affymetrix probeset ID**	**Symptomatic FC**	**Late-stage FC**
*CD164*	cd164	1416440_at		−3.2
*CD68*	cd68	1449164_at	+4.16	+3.74
*Ctsb*	Cathepsin B	1444987_at		+2.34
*Ctsd*	Cathepsin D	1448118_a_at	+2.32	+3.28
*Ctsh*	Cathepsin H	1418365_at	+2.4	+2.77
		1443814_x_at	+2.17	+3.25
*Ctss*	Cathepsin S	1448591_at	+2.53	+4.07
*Ctsz*	Cathepsin Z	1417868_a_at	+3.22	+3.62
		1417869_s_at	+2.91	+4.67
		1417870_x_at	+3.12	+3.21
*Hexa*	Hexosaminidase A	1449024_a_at	+2.26	+2.38
*Hexb*	Hexosaminidase B	1460180_at	+2.54	+2.96
*Hgsnat*	Heparan-alpha-glucosaminide N-acetyltransferase	1436580_at		+2.18
*Laptm4b*	Lysosomal-associated protein transmembrane 4B	1416148_at		−2.92
*Laptm5*	Lysosomal-associated transmembrane protein 5	1426025_s_at	+2.52	+4.5
		1459841_x_at	+2.81	+6.45
		1417721_s_at		+3.13
		1436905_x_at		+6.45
*Slc15a3*	Solute carrier family 15, member 3	1420697_at	+3.18	+2.79

**Figure 1:**
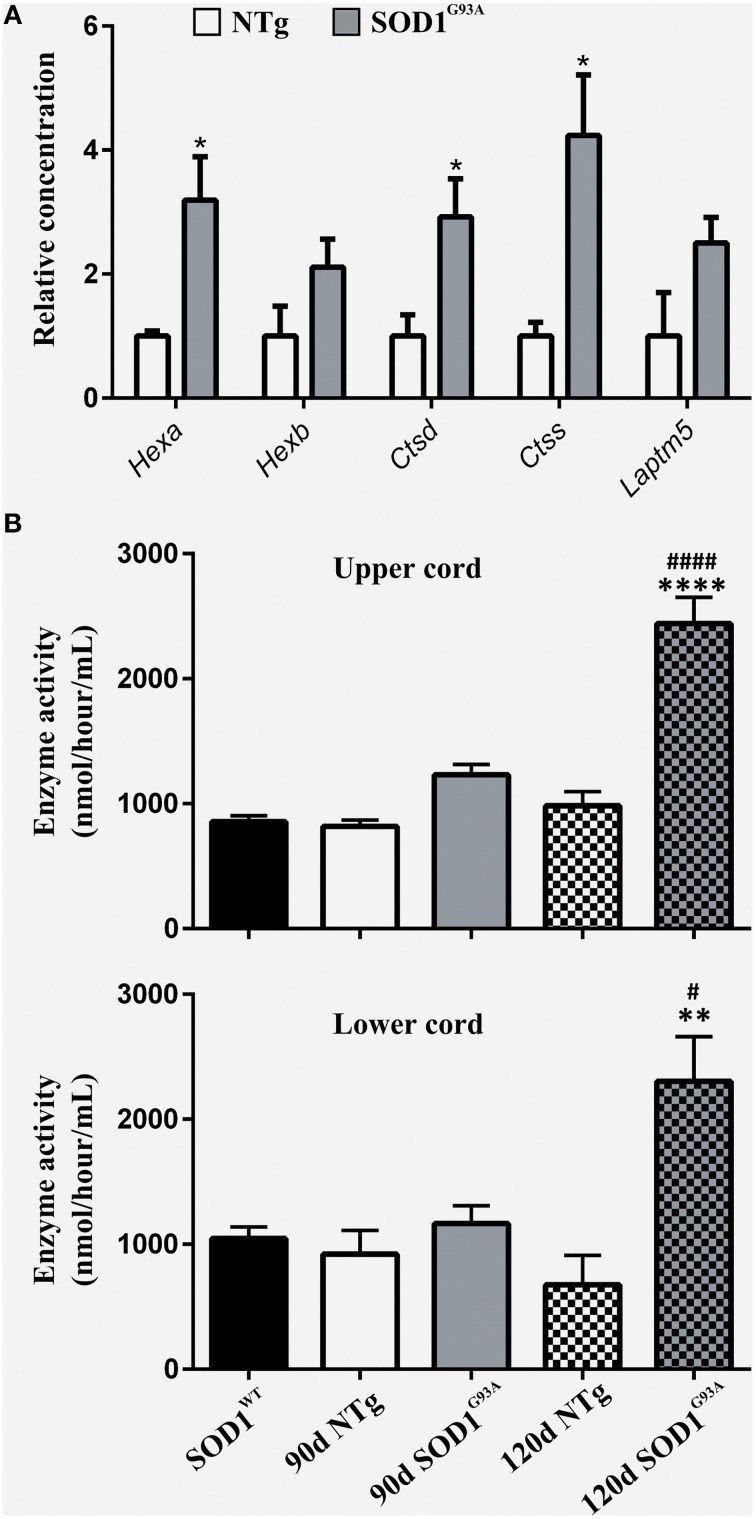
**(A)** qPCR upon symptomatic RNA of five lysosomal transcripts differentially expressed on symptomatic and late-stage microarrays; *n* = 3 per group. **(B)** Enzyme activity of Hexosaminidase B in the upper and lower spinal cord of SOD1^WT^, SOD1^G93A^, and NTg controls (SOD1^WT^, 90d NTg, and 90d SOD1^G93A^: *n* = 3, 120d NTg and 120d SOD1^G93A^: *n* = 4). Error bars = S.E.M. ^*^p ≤ 0.05, ^**^p ≤ 0.01, ^****^p ≤ 0.0001 vs. age-matched NTg control. ^#^*p* ≤ 0.05, ^*####*^*p* ≤ 0.0001 vs. SOD1^WT^ control.

### Enhanced reactivity of SOD1^G93A^ astrocytes is demonstrated by increased phagocytic activity

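Interferon-response and antigen presentation genes shifted up as lists in SOD1 G93A material, though at 90 days none of them passed. Among lists fixed before the data were examined, the interferon-response genes had a median log2 fold change of 0.63 at 90 days (camera adjusted p = 1.49e-06; adjusted p = 0.0990 with an estimated correlation) and 0.91 at 120 days (camera adjusted p = 2.00e-06; adjusted p = 0.0918 with an estimated correlation). Of 24 measured, none passed (0 passed when adjusted over the list alone) at 90 days and 6 rose and none fell (8 rose when adjusted over the list alone) at 120 days. Oas1a, an antiviral enzyme that senses double-stranded RNA, rose at 120 days with a log2 fold change of 1.97 (standard error 0.46, adjusted p = 0.0227), and the antiviral gene Rsad2 with 1.92 (standard error 0.43, adjusted p = 0.0195). Antigen presentation genes had medians of 0.48 (camera adjusted p = 0.000165) and 1.06 (camera adjusted p = 1.18e-06). Of 13, none passed (1 rose when adjusted over the list alone) at 90 days and 4 rose and none fell (8 rose when adjusted over the list alone) at 120 days, among them H2-Ab1 and H2-Aa, chains of MHC class II, at 1.80 (adjusted p = 0.0300) and 1.85 (adjusted p = 0.0462), and the peptide transporter gene Tap1 at 1.29 (adjusted p = 0.0435). Of 27 probe sets that the paper gives for 90 days in its table of immune genes, 27 had the listed sign and 7 rose (20 rose and 1 fell when adjusted over the list alone). Of 17 given for 120 days, 17 rose (17 when adjusted over the list alone). The study chose these on the same arrays, so they are not independent evidence. Aif1, a marker of resting microglia, had log2 fold changes of 1.11 (adjusted p = 0.137) and 1.61 (adjusted p = 0.00208) at the 2 stages. H2-Aa lost its call at 120 days without SOD1 G93A replicate 2 or 3 or NTg replicate 1, 2 or 3, H2-Ab1 without SOD1 G93A replicate 1 or NTg replicate 2 or 3, Tap1 without any 1 of the 6 arrays of the stage, Oas1a without SOD1 G93A replicate 3 or NTg replicate 1 or 3, and Rsad2 without SOD1 G93A replicate 3 or NTg replicate 2 or 3 (highest adjusted p = 0.144). H2-Aa, H2-Ab1 and Tap1 lost their calls also with an offset of 1 and with dim probe sets kept, H2-Aa with array weights, and H2-Ab1 and Tap1 when each stage was fitted alone.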

Gene categories relating to the immune response are up-regulated at both the symptomatic and late-stage time-points in SOD1^G93A^ astrocytes (Table 3). There is an up-regulation of chemotactic genes, with seven genes in the KEGG chemokine signaling pathway differentially expressed in symptomatic SOD1^G93A^ astrocytes (Table 3). 

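Chemokine genes, whose products attract immune cells, mostly had positive fold changes at 90 days, though no single one passed the test over all probe sets. Ccl3, which attracts monocytes, had a log2 fold change of 2.51 (standard error 0.52, adjusted p = 0.126), and Ccl9 a log2 fold change of 1.56 (adjusted p = 0.572). Adcy7, an adenylyl cyclase, had 0.91 (adjusted p = 0.895), and Dock2, which drives leukocyte migration, 1.70 (adjusted p = 0.580). Of the 7 probe sets of chemokine signaling in Table 3, 7 had positive log2 fold changes and 0 passed (5 rose when adjusted over Table 3). The study chose them on these arrays, so this count is not independent evidence. Of 21 chemokines and receptors listed before the data were examined, none passed (3 rose when adjusted over the list alone) at 90 days, with a median of 0.25 (camera adjusted p = 0.000165). At 120 days 5 rose and none fell (7 rose when adjusted over the list alone), with a median of 0.50 (camera adjusted p = 0.000859; adjusted p = 0.0502 with an estimated correlation). Fcrls, a gene of resting microglia, rose at 90 days with a log2 fold change of 2.20 (adjusted p = 0.00206). With only probe sets above the 75th percentile of their array, the chemokine list did not pass at 90 days (adjusted p = 0.708) or at 120 days (median -0.36, adjusted p = 0.791).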

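Ccl6, a chemokine of myeloid cells, had a log2 fold change of 1.81 (standard error 0.48, adjusted p = 0.319) at 90 days and rose at 120 days with a log2 fold change of 2.13 (standard error 0.48, adjusted p = 0.0205). Cxcl10, an interferon-induced chemokine that attracts T cells, had a log2 fold change of 0.63 (standard error 0.58, adjusted p = 1.00) at 90 days and rose at 120 days with 2.70 (standard error 0.58, adjusted p = 0.0162). Ccl4, an attractant of monocytes, had a log2 fold change of 1.01 (adjusted p = 0.350) at 90 days and rose with 1.44 (adjusted p = 0.00936) at 120 days. Ccl5, an attractant of T cells, rose at 120 days to a normalized log2 signal of 8.46 ± 1.49 (SD, n = 3) in SOD1 G93A mice and 4.03 ± 1.10 (SD, n = 3) in NTg mice, a log2 fold change of 4.42 (standard error 0.70, adjusted p = 0.00309). Ccl3 and Ccl9 had late-stage log2 fold changes of 1.77 (adjusted p = 0.0541) and 1.21 (adjusted p = 0.161). Markers of resting microglia moved the same way, as Fcrls with a late-stage log2 fold change of 2.88 (adjusted p = 6.89e-05). Ccl6 lost its call at 120 days without SOD1 G93A replicate 2 or NTg replicate 1 or 2, Cxcl10 without NTg replicate 3, and Ccl4 without NTg replicate 2 (highest adjusted p = 0.111). Ccl6 and Cxcl10 lost their calls also when each stage was fitted alone.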

Only two of these genes, *Ccl6* and *Cxcl10* are differentially expressed at late-stage. *Ccl6* but not *Cxcl10* was validated by qPCR (Figure 2A). The complement pathway, an innate immune mechanism for the destruction of invading pathogens, is up-regulated at both disease stages, with *C1qb* validated by qPCR as differentially expressed (Figure 2A). 

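Complement genes rose in SOD1 G93A material, more of them at 120 days than at 90 days. Of 17 components, receptors and regulators measured, 3 rose and none fell (9 rose and 1 fell when adjusted over the list alone) at 90 days, with a median log2 fold change of 0.73 (camera adjusted p = 3.76e-08), and 8 rose and none fell (10 rose when adjusted over the list alone) at 120 days, with a median of 0.94 (camera adjusted p = 1.61e-07). A2m, a protease inhibitor of the plasma, had a log2 fold change of 1.97 (standard error 0.42, adjusted p = 0.132) at 90 days and rose at 120 days with a log2 fold change of 4.16 (standard error 0.42, adjusted p = 0.000153). Itgb2, a subunit of the complement receptor CR3, had 1.84 (adjusted p = 0.275) and rose with 2.80 (adjusted p = 0.00383). The probe set that the paper gives for C3, the central component of the cascade, is not assigned to a single gene in the annotation used here. It had 0.41 (adjusted p = 1.00) and rose with 4.60 (adjusted p = 0.00293). Cd55, which dissociates complement convertases, had negative log2 fold changes at 90 days, of -1.29 (adjusted p = 0.301) on 1 probe set and -0.26 (adjusted p = 1.00) on another, and fell on the latter at 120 days, with -1.92 (adjusted p = 0.0493). Of the 11 probe sets that the paper gives for 90 days in this category, 4 rose (8 rose and 1 fell when adjusted over Table 3). Of 8 given for 120 days 8 rose (8 when adjusted over Table 3). These were chosen on the same arrays and are not independent evidence. Without the members that also are in a microglia list, the medians of the fixed list were 0.68 (camera adjusted p = 1.49e-06) and 0.82 (camera adjusted p = 1.18e-06). Cd55 lost its call at 120 days without SOD1 G93A replicate 2 or 3 or NTg replicate 2 (adjusted p = 0.173). Cd55 lost its call also with an offset at the 50th percentile, with dim probe sets kept, when each stage was fitted alone and with a trended and robust prior.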

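The genes of the 3 chains of C1q, which binds antibody and cell debris and starts the classical pathway, rose in SOD1 G93A material at both ages. C1qa had a log2 fold change of 2.22 (standard error 0.25, adjusted p = 0.00228) at 90 days. At 120 days it had a normalized log2 signal of 8.94 ± 0.14 (SD, n = 3) in SOD1 G93A mice and 6.30 ± 0.36 (SD, n = 3) in NTg mice, a log2 fold change of 2.64 (standard error 0.25, adjusted p = 0.000123). C1qc had log2 fold changes of 2.35 (standard error 0.26, adjusted p = 0.00206) and 2.83 (standard error 0.26, adjusted p = 9.94e-05). C1qb was measured by 3 probe sets. One rose at both ages, by log2 fold changes of 2.12 (adjusted p = 0.0286) and 2.77 (adjusted p = 0.000630). The other 2 did not pass at 90 days, at 1.52 (adjusted p = 0.319) and 1.03 (adjusted p = 0.763), and rose at 120 days by 3.36 (adjusted p = 0.000536) and 2.77 (adjusted p = 0.00177). The probe set that the paper gives for C4b, a component that C1 cleaves, matches both C4a and C4b in the annotation used here. It rose with a log2 fold change of 2.77 (standard error 0.41, adjusted p = 0.0154) at 90 days and 4.85 (standard error 0.41, adjusted p = 6.89e-05) at 120 days. Ordered by the late-stage limma p over 26132 probe sets, that of C4a and C4b was at rank 4, C1qc at rank 14, C1qa at rank 17 and the C1qb probe sets at ranks 58, 67 and 122. C1q is made by microglia in the nervous system, and Csf1r had a late-stage rise on each of its 3 probe sets. The test of the difference between 90 and 120 days gave log2 differences of 0.42 (adjusted p = 0.736) for C1qa and 0.47 (adjusted p = 0.707) for C1qc, neither of which passed. C1qb lost its call at 90 days without SOD1 G93A replicate 1, 2 or 3 or NTg replicate 2, and C4b without SOD1 G93A replicate 2 or 3 (highest adjusted p = 0.152). C1qb lost its call also with an offset of 1 and with dim probe sets kept, and C1qb and C4b when each stage was fitted alone.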

The complement pathway consists of a cascade of protein activation, centered around C1q, the three components of which (C1qa, b, and c) are up-regulated at symptomatic and further at late-stages in our microarray of astrocytes with C1q and C4b showing the most highly significant differential expression (*p* ≤ 0.0001) of all dysregulated genes at late stage disease. 

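Clec7a, the beta-glucan receptor dectin 1 of phagocytes, rose in SOD1 G93A material at 90 days to a normalized log2 signal of 7.80 ± 0.55 (SD, n = 3) in SOD1 G93A mice and 4.65 ± 0.57 (SD, n = 3) in NTg mice, a log2 fold change of 3.15 (standard error 0.35, adjusted p = 0.00206), and at 120 days with a log2 fold change of 3.07 (standard error 0.35, adjusted p = 0.000375). Ptx3, a soluble pattern-recognition protein, had 0.81 (adjusted p = 0.933) at 90 days and rose with 2.07 (adjusted p = 0.0104) at 120 days. Fcgr1, the high-affinity receptor for IgG, rose with 1.85 (adjusted p = 0.0135) and 1.62 (adjusted p = 0.00358). Fcer1g, the signalling chain of Fc receptors, had 0.78 (adjusted p = 0.841) at 90 days and rose with 1.84 (adjusted p = 0.00685) at 120 days, and the low-affinity receptor gene Fcgr3 had 0.94 (adjusted p = 0.775) and rose with 2.11 (adjusted p = 0.00604). Of 7 probe sets that the paper groups under regulation of phagocytosis at 90 days, 2 rose (5 when adjusted over Table 3). At 120 days 5 of 5 rose (5 when adjusted over Table 3). They were picked on these arrays and are not independent evidence. The list of activated microglia genes had a median of 1.91 at 120 days (camera adjusted p = 1.10e-21), and Clec7a is 1 of its members. Fcgr1 lost its call at 90 days without SOD1 G93A replicate 1 or 3 or NTg replicate 2 (adjusted p = 0.0924). Fcgr1 lost its call also when each stage was fitted alone.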

C1q binds to antigen-antibody and stimulates phagocytic activity (van Beek et al., 2003) and several other stimulants of phagocytosis are also up-regulated such as *Clec7a* and *Ptx3*. Along with these classic immune response transcripts, markers of astrocyte reactivity were also up-regulated such as activating transcription factor 3 (*Atf3*) and serpin peptidase inhibitor clade A member 3 (*Serpina3n*), which were both confirmed as differentially expressed by qPCR (Figure 2A). 

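Atf3, a transcription factor induced by cell stress, rose at 90 days from 4.74 ± 0.53 to 6.88 ± 0.04 normalized log2 units (SD, n = 3 mice each), a log2 fold change of 2.14 (standard error 0.28, adjusted p = 0.00579). At 120 days it rose with a log2 fold change of 2.04 (standard error 0.28, adjusted p = 0.00117). Serpina3n, a secreted serine protease inhibitor of reactive astrocytes, had a log2 fold change of 1.90 (standard error 0.40, adjusted p = 0.128) at 90 days, which did not pass over all probe sets, and rose at 120 days with a log2 fold change of 3.05 (standard error 0.40, adjusted p = 0.000878). Adjusted over the probe sets of Table 3, both genes passed at both stages. The study chose this pair on the same arrays, so it is not independent evidence. Each SOD1 G93A mouse had a higher signal of both genes than each NTg mouse of its age. With 3 against 3, 10% of probe sets separate by chance in one direction or the other. Atf3 lost its call at 90 days when each stage was fitted alone.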

We next investigated whether the increased immuno-reactive phenotype of astrocytes led to differences in phagocytic ability. Cortical astrocytes from neonatal mice were used due to the difficulty of obtaining a sufficient number of proliferating astrocytes from adult spinal cord (data not shown). Astrocytes expressing SOD1^G93A^ phagocytosed significantly higher amounts of debris compared with NTg controls [204.84% (SOD1^G93A^) vs. 100% (NTg), S.E.M = 25.88 (SOD1^G93A^) vs. 12.62 (NTg), *p* = 0.0112] as measured using the InCell 2000 (Figure 2B). The InCell system was used for phagocytosis analysis due to the ability to run the assay in a 384-well format and allow automated image analysis. In order to check that debris had been engulfed and were not simply stuck to the cell surface of astrocytes, confocal microscopy was then used to confirm that debris were localized in the same plane as the astrocyte marker GFAP (Figure 2C) adding to the observation of prominent GFAP staining seen around engulfed material during InCell analysis (Figure 2D). In addition, the use of a phagocytic inhibitor, Latrunculin, abolished phagocytosis of NSC34 cell debris (Supplementary Figure 2).

**Table 3:** **Genes involved in the phagocytic and immune response categories that are differentially expressed in symptomatic and late-stage SOD1^G93A^ astrocytes vs. NTg controls (*p* ≤ 0.05, FC ≥ 2)**.

**Gene**	**Full name**	**Affymetrix probeset ID**	**Symptomatic FC**	**Late-stage FC**
**REGULATION OF PHAGOCYTOSIS**				
*fcgr1*	Fc receptor, IgG, high affinity I	1417876_at	+2.56	
*Fcer1g*	Fc receptor, IgE, high affinity I, gamma polypeptide	1418340_at	+2.58	+3.00
*Slc11a1*	Solute carrier family 11 (proton-coupled divalent metal ion transporters), member 1	1420361_at	+2.87	+3.20
*Clec7a*	C-type lectin domain family 7, member a	1420699_at	+16.26	+11.38
*Ptx3*	Pentraxin related gene	1418666_at	+2.04	+2.83
*Fcgr2b*	Fc receptor, IgG, low affinity IIb	1435477_s_at	+2.35	
*Fcgr3*	Fc receptor, IgG, low affinity III	1448620_at	+2.85	+4.00
**COMPLEMENT CASCADE**				
*Itgb2*	Integrin beta 2	1450678_at	+2.85	
*A2m*	Alpha-2-macroglobulin	1434719_at	+3.28	+11.38
*C1qa*	Complement component 1	1417381_at	+3.97	+7.98
*C1qb*	Complement component 1	1417063_at	+3.4	+4.21
		1434366_x_at	+2.36	+8.6
		1437726_x_at	+2.25	+8.89
*C1qc*	Complement component 1	1449401_at	+3.91	+5.75
*C3*	Complement component 3	1423954_at		+9.44
*C3ar1*	Complement component 3a receptor 1	1442082_at	+2.37	
*C4b*	Complement component 4b	1418021_at	+6.27	+28.67
*Cd55*	cd55	1418762_at	−2.48	
		1443906_at	−2.04	
**CHEMOKINE SIGNALING**				
*Adcy7*	Adenylate cylase 7	1450065_at	+3.02	
*Ccl3*	Chemokine (C-C motif) ligand 3	1419561_at	+9.01	
*Ccl4*	Chemokine (C-C motif) ligand 4	1421578_at	+2.12	
*Ccl6*	Chemokine (C-C motif) ligand 6	1417266_at	+4.42	+2.85
*Ccl9*	Chemokine (C-C motif) ligand 9	1417936_at	+2.05	
*Cxcl10*	Chemokine (C-X-C motif) ligand 10	1418930_at	+3.54	+10.37
*Dock2*	Dedicator of cyto-kinesis 2	1422808_s_at	+2.54	
**OTHER/REACTIVITY**				
*Atf3*	Activating transcription factor 3	1449363_at	+6.82	+4.23
*Serpina3n*	Serine peptidase inhibitor, clade A, member 3n	1419100_at	+3.90	+8

**Figure 2:**
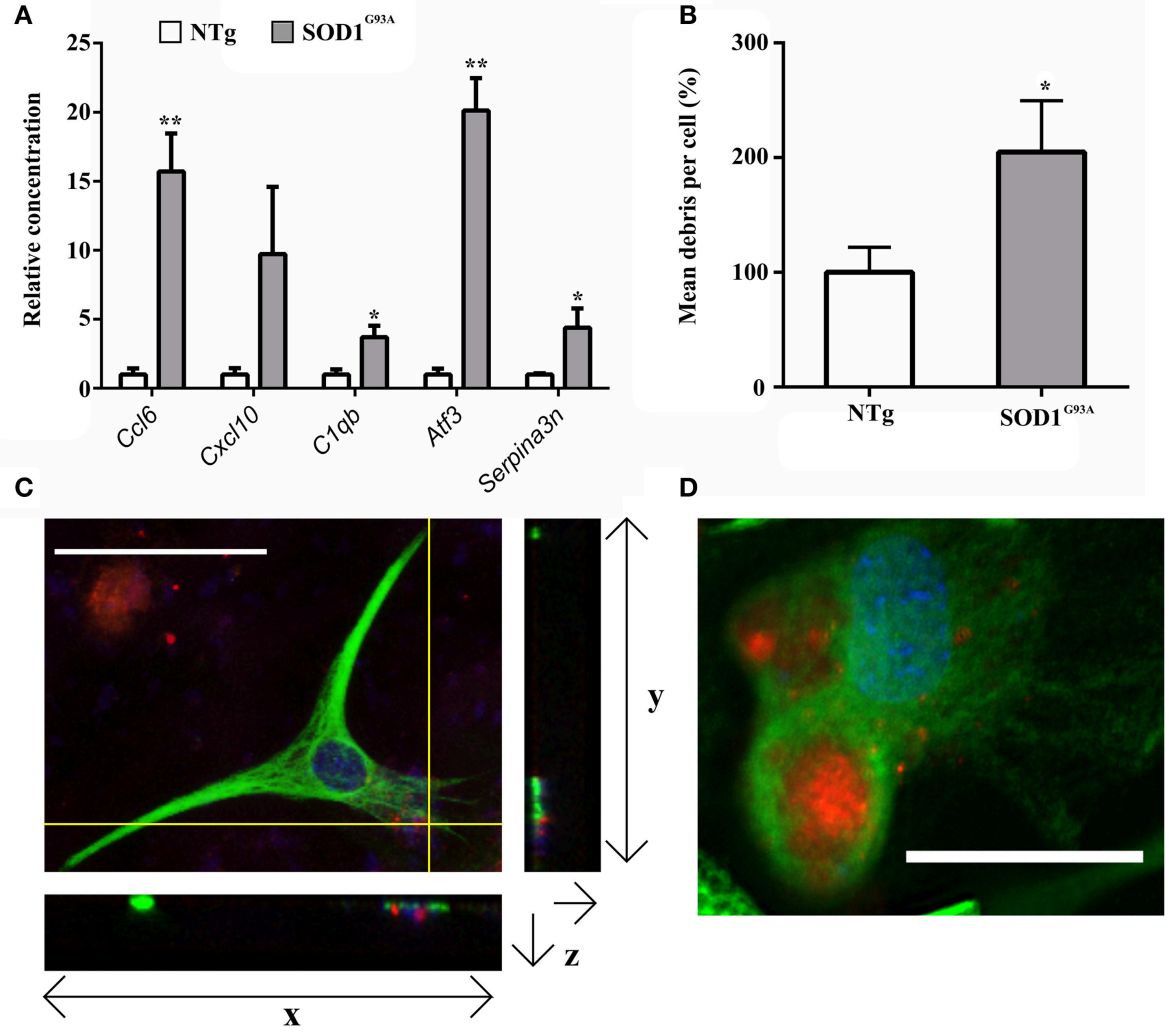
**(A)** qPCR upon symptomatic RNA of five transcripts differentially expressed in symptomatic and late-stage SOD1^G93A^ astrocyte microarray data and putatively involved in their immuno-reactive phenotype, including the chemokines *Ccl6* and *Cxcl10*, the complement component *C1qb*, the stress response transcription factor *Atf3* and the serpin peptidase inhibitor *Serpina3n*; *n* = 3 per group. **(B)** SOD1^G93A^ astrocytes phagocytose a significantly greater area of debris vs. NTg control. Results expressed as a percentage of control (NTg = 100% ± S.E.M. 12.62, SOD1^G93A^ = 204.84% ± S.E.M = 25.88). *n* = 3. **(C)** Confocal microscopy reveals NSC34 debris (red) to be in the same plane as GFAP staining (green). Crosshairs indicate location of zy and zx view. Note colocalisation of debris and GFAP in zx field. Both nuclei of astrocytes and nuclear debris of NSC34 cells are observed stained blue. **(D)** InCell image of GFAP^+^ astrocytes (green) phagocytosing NSC34 cell debris (red), nuclei are stained in blue. ^*^p ≤ 0.05, ^**^p ≤ 0.01. Error bars = S.E.M. Scale bars = 25 μm.

### Cholesterol processing transcripts are dysregulated in late-stage SOD1^G93A^ astrocytes

Whilst analysing the symptomatic and late-stage datasets, we noticed that there were a large number of differentially expressed transcripts involved in cholesterol synthesis in late-stage SOD1^G93A^ astrocytes that had not been identified by DAVID analysis (Table 4). 

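Most probe sets that the paper lists under cholesterol homeostasis were lower in late-stage SOD1 G93A material. Of 45 that Table 4 gives for 120 days, 43 had a log2 fold change of the listed sign, 19 fell and 6 rose over all probe sets tested (33 fell and 6 rose when adjusted over the list alone). Of the 4 given for 90 days, 4 had the listed sign and 0 passed (2 rose and 1 fell when adjusted over the list alone). The study selected them for their change on these arrays, so the counts are not independent evidence. At 120 days far fewer passed over all probe sets without NTg replicate 2 or when each stage was fitted alone. Abcd2, a transporter of very long-chain fatty acids into peroxisomes, fell at 120 days with a log2 fold change of -1.78 (standard error 0.31, adjusted p = 0.00530). Extl2, a glycosyltransferase, fell with -1.52 (adjusted p = 0.00293), Abca5, a lipid transporter, with -1.44 (adjusted p = 0.0138) and Lrp11, a membrane protein, with -1.87 (adjusted p = 0.0275). Acsl4, which activates long-chain fatty acids, had a log2 fold change of -1.67 (adjusted p = 0.0518), and Scd1, a fatty acid desaturase, one of -1.02 (adjusted p = 0.0871); neither passed. The neuronal gene Sv2b, a synaptic vesicle protein, had a late-stage log2 fold change of -1.55 (adjusted p = 0.0172) in the same material. Abca5 and Sv2b lost their calls at 120 days without NTg replicate 2 or 3, and Lrp11 without SOD1 G93A replicate 3 or NTg replicate 2 or 3 (highest adjusted p = 0.137). Abca5 and Lrp11 lost their calls also when each stage was fitted alone.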

When the late-stage gene list is analyzed in isolation this category contains 38 transcripts passing a fold-change ≥2, the majority of which (35 transcripts) are down-regulated, with several genes representing key components of the cholesterol synthesis pathway (Figure 3A). 

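Enzymes of cholesterol synthesis, from a list fixed before the data were examined, shifted down in SOD1 G93A material at both stages. Of 19 measured, 5 fell and none rose (9 fell when adjusted over the list alone) at 120 days and 17 had negative log2 fold changes, with a median of -0.67 (camera adjusted p = 0.000328; adjusted p = 0.0918 with an estimated correlation). At 90 days none passed (0 passed when adjusted over the list alone), 16 were negative, and the median was -0.47 (camera adjusted p = 4.73e-06). Idi1, which makes the isoprenoid building block dimethylallyl diphosphate, fell at 120 days to a normalized log2 signal of 8.02 ± 0.33 (SD, n = 3) in SOD1 G93A mice and 9.60 ± 0.06 (SD, n = 3) in NTg mice, a log2 fold change of -1.59 (standard error 0.26, adjusted p = 0.00374). Cyp51, the lanosterol demethylase, fell with -1.35 (standard error 0.28, adjusted p = 0.0133), Msmo1, a sterol methyl oxidase, with -1.34 (standard error 0.35, adjusted p = 0.0367) and Hmgcs1, which makes HMG-CoA, with -0.82 (standard error 0.23, adjusted p = 0.0461) on its brightest probe set. The Hmgcs1 probe sets that Table 4 names had log2 fold changes of -1.58 (adjusted p = 0.0278), -1.47 (adjusted p = 0.0191) and -0.54 (adjusted p = 0.461). The first of these lost its call without SOD1 G93A replicate 3 or NTg replicate 1, 2 or 3 (adjusted p = 0.106) and with dim probe sets kept, and the second without NTg replicate 2 or 3 (adjusted p = 0.0842). Sqle, squalene epoxidase, had a log2 fold change of -1.32 (adjusted p = 0.0521) and did not pass. With the neuronal list score of each array as a covariate, added after seeing the data, the late-stage median was -0.29 (adjusted p = 0.0377). Cyp51 lost its call at 120 days without NTg replicate 2 or 3, Msmo1 without SOD1 G93A replicate 3 or NTg replicate 1, 2 or 3, and Hmgcs1 without any 1 of the 6 arrays of the stage (highest adjusted p = 0.161). Msmo1 and Hmgcs1 lost their calls also with an offset of 1, with dim probe sets kept and when each stage was fitted alone, and Hmgcs1 with values as deposited, with quantile normalization over all 12 arrays and with median centring. The paper states that several of these genes are key components of the synthesis pathway, and then reports intracellular cholesterol in neonatal astrocytes.

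**Figure D3:**
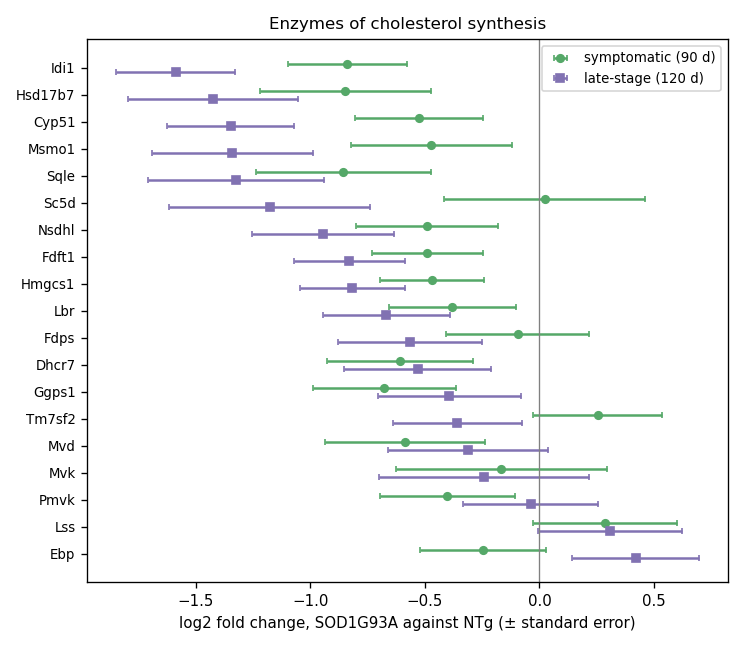
Log2 fold change of SOD1 G93A over NTg (x axis) of each measured enzyme of cholesterol synthesis (y axis) at 90 and 120 days, with bars for the standard error of the limma fit on 3 against 3 mice. All but 2 of the 120-day points lie to the left of 0.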

Measurement of intracellular cholesterol levels in neonatal SOD1^G93A^ astrocytes after inhibiting cholesterol export showed that transgenic astrocytes produce less than half the cholesterol of NTg control astrocytes (Figure 3B). To investigate whether cholesterol synthesis was affected in SOD1^G93A^ spinal cord, we performed staining for sterol regulatory binding protein 2 (SREBP2), a master regulator of cholesterol synthesis genes. SREBP2 is a transcription factor which is processed and re-located to the nucleus during low cholesterol conditions to up-regulate cholesterol synthesis genes (Figure 3C). 

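Insig1, which holds the SREBP proteins in the endoplasmic reticulum when sterols are plentiful, had a log2 fold change of -1.09 (standard error 0.24, adjusted p = 0.142) at 90 days and -0.76 (standard error 0.24, adjusted p = 0.0664) at 120 days, and did not pass at either. Stard4, a cytosolic sterol carrier, had -0.60 (adjusted p = 0.886) at 90 days and fell with -1.26 (adjusted p = 0.0171) at 120 days. Of 16 sterol-sensing and further sterol-regulated genes, none passed (1 fell when adjusted over the list alone) at 90 days, with a median of -0.17 (camera adjusted p = 0.0370; adjusted p = 0.105 with an estimated correlation), and 2 fell and none rose (1 rose and 7 fell when adjusted over the list alone) at 120 days, with a median of -0.67 (camera adjusted p = 0.0553). The other gene that fell was Elovl6, a fatty acid elongase, at -1.08 (adjusted p = 0.0242). Elavl4, an RNA-binding protein of neurons, fell at 120 days with -1.51 (adjusted p = 0.0144). The 90-day list call was lost with the 75th percentile filter and without SOD1 G93A replicate 3 or NTg replicate 2 or 3 (adjusted p up to 0.141) and with the neuronal list score as a covariate (median -0.12, adjusted p = 0.0718), which was added after seeing the data, and the late-stage list passed with values as deposited (adjusted p = 0.00645). Stard4 lost its call at 120 days without NTg replicate 1, 2 or 3, Elovl6 without SOD1 G93A replicate 3 or NTg replicate 1, 2 or 3, and Elavl4 without NTg replicate 2 or 3 (highest adjusted p = 0.0958). Elovl6 and Elavl4 lost their calls also when each stage was fitted alone.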

SREBP2 is also involved in the transcription of the low density lipoprotein receptor (LDLR) which is down-regulated at the transcript level (-3.39) in late-stage SOD1^G93A^ astrocytes. *Srebp2* is not down-regulated at the transcript level in either symptomatic or late-stage astrocytes. However, in late-stage SOD1^G93A^ spinal cord we saw an increased staining for SREBP2 in cells with motor neuron morphology and within processes that may belong to astrocytes (arrowhead in Figure 3D). In contrast NTg spinal cord contains no such astrocytic processes and negatively stained areas with motor neuron morphology. 

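Srebf2, the gene of SREBP2, had a normalized log2 signal of 5.64 ± 0.60 (SD, n = 3) in SOD1 G93A mice and 5.66 ± 0.70 (SD, n = 3) in NTg mice at 120 days, a log2 fold change of -0.02 (standard error 0.36, adjusted p = 0.977). At 90 days the log2 fold change was -0.31 (standard error 0.36, adjusted p = 1.00). Neither passed the test, and with 3 mice per group a small change is not excluded. Its other probe set did not pass at either age. Srebf1, the gene of the related factor that drives fatty acid synthesis, had a log2 fold change of 0.52 (adjusted p = 0.988) at 90 days.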

Taken together, the increased staining of SREBP2 in the cytoplasm of SOD1^G93A^ motor neurons may be an attempt by neurons to increase cholesterol synthesis because of reduced astrocytic cholesterol provision.

**Table 4:** **Transcripts involved in cholesterol homeostasis that are differentially expressed in symptomatic and late-stage SOD1^G93A^ astrocytes vs. NTg controls (***p*** ≤ 0.05, FC ≥ 2)**.

**Gene**	**Full name**	**Affymetrix probeset ID**	**Symptomatic FC**	**Late-stage FC**
*Abca5*	ATP-binding cassette, sub-family A (ABC1), member 5	1434474_at		−3.21
*Abcb7*	ATP-binding cassette, sub-family B (MDR/TAP), member 7	1435006_s_at		−2.44
*Abcc8*	ATP-binding cassette, sub-family C (CFTR/MRP), member 8	1455765_a_at		−2.06
*Abcd2*	ATP-binding cassette, sub-family D (ALD), member 2	1456812_at		−2.58
*Acat2*	Acetyl-Coenzyme A acetyltransferase 2	1435630_s_at		−2.33
*Acsl4*	Acyl-CoA synthetase long-chain family member 4	1433531_at		−2.35
*Acsl6*	Acyl-CoA synthetase long-chain family member 6	1437031_at		−2.59
*Acss2*	Acyl-CoA synthetase short-chain family member 2	1422478_a_at		−2.23
*ApoE*	Apolipoprotein E	1432466_a_at	+2.18	+5.23
*Capn7*	calpain 7	1423096_at		−2.00
*Ch25h*	Cholesterol 25-hydroxylase	1449227_at		−2.63
*Cyp51*	Cytochrome P450, family 51	1450646_at		−2.62
		1422533_at		−2.34
*Dbi*	Diazepam binding inhibitor	1433991_x_at		+2.10
		1455976_x_at		+2.04
*Dhcr24*	24-dehydrocholesterol reductase	1418129_at		−2.94
		1451895_a_at		−2.97
*Extl2*	Exostoses (multiple)-like 2	1422538_at		−3.38
		1422539_at		−2.39
*Fads6*	Fatty acid desaturase domain family, member 6	1443904_at		−2.14
*Far1*	Fatty acyl CoA reductase 1	1435315_s_at		−2.41
*Hmgcs1*	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1	1433444_at		−3.4
		1433445_x_at		−3.11
		1433446_at		−2.45
*Hsd11b1*	Hydroxysteroid 11-beta dehydrogenase 1,	1449038_at	−2.32	−5.05
*Hsd17b7*	Hydroxysteroid (17-beta) dehydrogenase 7	1457248_x_at	−2.05	−2.88
*Insig1*	Insulin induced gene 1	1454671_at		−2.14
*Insig2*	Insulin induced gene 2	1417980_a_at		−2.58
		1417981_at		−2.58
*Ldlr*	Low density lipoprotein receptor	1421821_at		−3.39
*lpl*	Lipoprotein lipase	1431056_a_at	+5.99	−11.21
*Lrp11*	Low density lipoprotein receptor-related protein 11	1433536_at		−3.96
*Lrp12*	Low density lipoprotein-related protein 12	1433864_at		−2.28
*Lypd6b*	LY6/PLAUR domain containing 6B	1429274_at		−2.84
*Nsdhl*	NAD(P) dependent steroid dehydrogenase-like	1416222_at		−2.96
*Nus1*	Nuclear undecaprenyl pyrophosphate synthase 1 homolog (S. cerevisiae)	1419914_s_at		−2.01
*Osbpl1a*	Oxysterol binding protein-like 1A	1460192_at		−2.69
*Osbpl6*	Oxysterol binding protein-like 6	1457881_at		−3.19
*Osbpl8*	Oxysterol binding protein-like 8	1437069_at		−2.17
*Sc4mol*	Sterol-C4-methyl oxidase-like	1423078_a_at		−2.97
*Sc5d*	Sterol-C5-desaturase (fungal ERG3, delta-5-desaturase) homolog (S. cerevisae)	1434520_at		−3.33
*Scd1*	Stearoyl-Coenzyme A desaturase 1	1415964_at		−2.43
*Sqle*	Squalene epoxidase	1415993_at		−3.09
*Stard4*	StAR-related lipid transfer (START) domain containing 4	1429240_at		−2.93
		1455011_at		
*Tspo*	Translocator protein	1438948_x_at		+2.04

**Figure 3:**
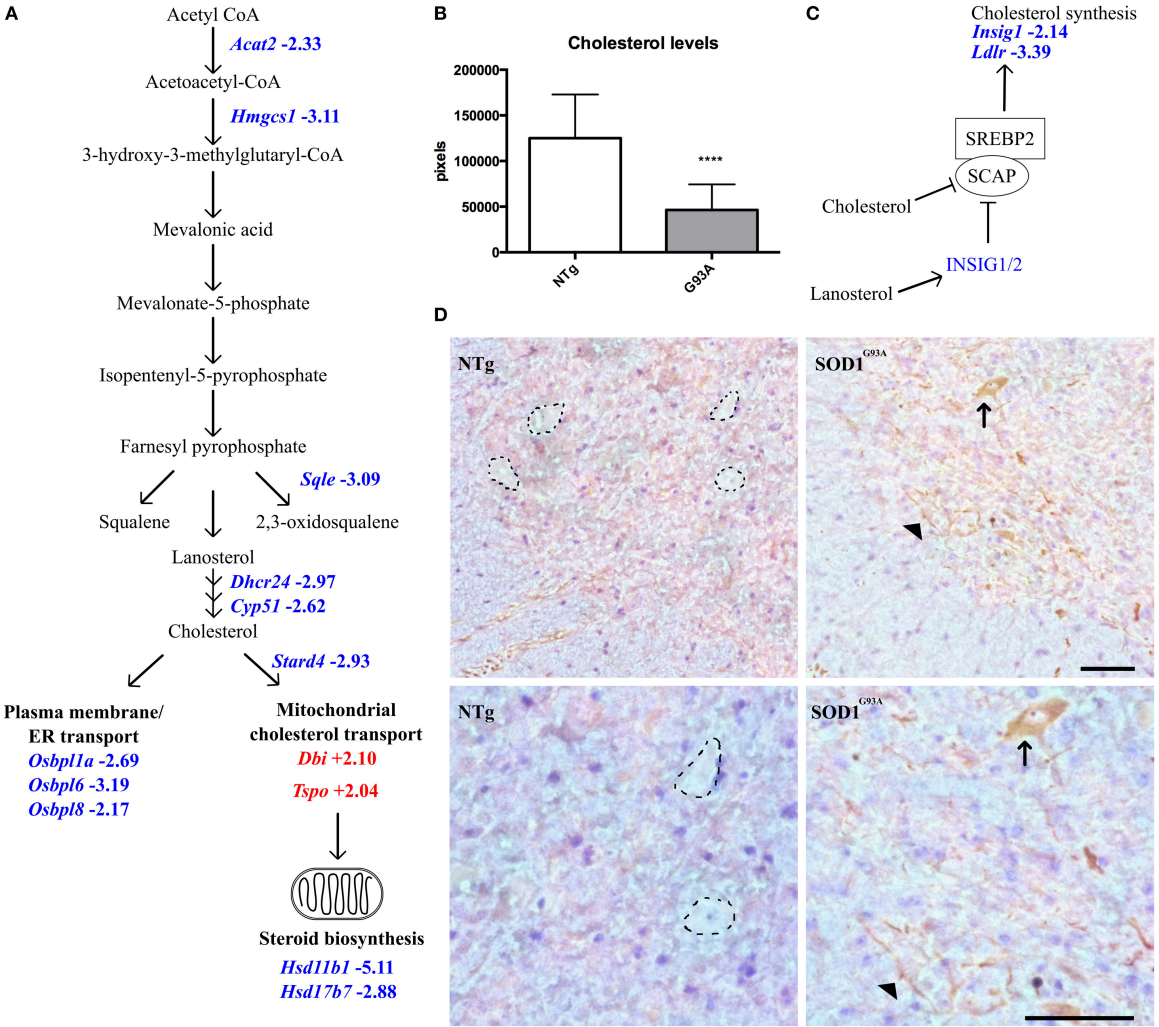
**(A)** Transcripts involved in intracellular cholesterol synthesis and transport are dysregulated in late-stage SOD1^G93A^ astrocytes vs. NTg controls. Blue indicates decreased expression, red indicates increased expression, number indicates fold-change vs. NTg control. **(B)** Intracellular cholesterol levels in neonatal SOD1^G93A^ astrocytes are significantly lower than those in NTg controls. **(C)** Simplified schematic of SREBP2 regulation. Excess cholesterol or lanosterol inhibits SCAP-mediated transport of SREBP2 to the golgi apparatus. Consequently, SREBP2 is not activated and does not translocate to the nucleus to upregulate cholesterol synthesis and genes such as *Insig1* and *Ldlr* which are decreased in late-stage SOD1^G93A^ astrocytes. **(D)** SREBP2 staining in the ventral horn of NTg (left) and SOD1^G93A^ (right) lumbar spinal cord of late-stage mice, top panels indicate 20X magnification and bottom panels 40X magnification. In NTg spinal cord, negatively stained areas show the morphology of motor neurons (dotted lines) whereas in SOD1^G93A^ spinal cord cells with motor neuron morphology stain positively for SREBP2 in the cytoplasm (arrow). In addition SREBP2 appears to be located in long processes which may belong to astrocytes or neurons (arrowhead). Scale bars = 100 μm. ^****^p ≤ 0.0001.

### Overlapping gene expression of pre-symptomatic, symptomatic, and late-stage SOD1^G93A^ astrocytes

Pre-symptomatic SOD1^G93A^ astrocytes have already undergone gene expression profiling by Ferraiuolo et al. (2011a) which enables a comparison of the gene lists generated at three time-points of the disease. The number of transcripts with differential expression passing *p* ≤ 0.05 and FC ≥ 2 in common between all three time-points was investigated using a Venn diagram (Figure 4). There is high variability in the number of transcripts differentially expressed at FC ≥ 2 between the three time-points, with the symptomatic stage showing a lower number of transcripts (276) compared to the pre-symptomatic (878) and late-stage (1685) GeneChips. 

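The 2 array sets behind the symptomatic and late-stage numbers differed in how far the genotypes stood apart. All 3 SOD1 G93A mice lay on one side of all 3 NTg mice for 11.3% of probe sets at 90 days and 32.4% at 120 days, where chance gives 10%. An unadjusted p under 0.05 from limma was reached by 1466 probe sets at 90 days (731 higher and 735 lower) and by 6732 at 120 days (2794 higher and 3938 lower). Among the 35 gene lists with measured members the late-stage fold changes were higher for fibroblast markers, ribosomal proteins and astrocyte reactivity markers, with medians of the differences per gene between the stages of 1.41, 1.17 and 0.75 (log2). The camera test of that difference gave adjusted p = 0.000376, 1.22e-24 and 9.29e-08, and with an estimated correlation adjusted p = 0.373, 0.0704 and 0.112. Without SOD1 G93A replicate 3 the late-stage fibroblast median was 0.26 (adjusted p = 0.129) instead of 1.19, and the median difference 0.57 (adjusted p = 0.0248). With quantiles over all 12 arrays the 3 late-stage NTg arrays stood apart, with ribosomal scores of 9.42 to 9.63 against 10.45 to 11.06 on the other 9 arrays. No pre-symptomatic arrays were analysed here.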

The highest proportion of genes shared is between the symptomatic and late-stage time-points where 17% of up-regulated and 4.5% of down-regulated transcripts are in common (for full lists of shared genes see Supplementary Datasheet 6). 

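At the paper's fold change of 2 and unadjusted p under 0.05, 179 probe sets were higher and 97 lower in SOD1 G93A material at both stages. Independent lists of the same sizes among the probe sets tested would share 13.5 and 15.1. The lists share the variance of one fit and are not independent, so the expected numbers are only a rough guide. With each stage fitted alone, 179 higher and 97 lower probe sets were shared too. As genes the shared ones were 149 higher and 93 lower, which is 16.6% and 6.00% of the genes higher or lower at either stage. The paper does not state what its percentages are taken of, so these cannot be set against them. In each direction, 4 probe sets of 90 days had the opposite direction at 120 days. The shared lower probe sets numbered 53 without NTg replicate 2 of the 90-day mice and 165 without NTg replicate 3. With an offset at the 50th percentile, 88 higher and 44 lower probe sets were shared. Among the shared decreases were Chodl, with a late-stage log2 fold change of -2.56 (adjusted p = 0.0235), Rspo2 with -2.70 (adjusted p = 0.00257) and Pde6b with -2.41 (adjusted p = 0.000375). Among the shared increases was Plin2, a coat protein of lipid droplets, with 1.31 (adjusted p = 0.140) at 90 days, short of the adjusted threshold, and 1.95 (adjusted p = 0.00186) at 120 days. Chodl lost its call at 120 days without SOD1 G93A replicate 1 or NTg replicate 2 or 3 (adjusted p = 0.102).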

The separation also shows that there is a large amount of transcriptional down-regulation at late-stage disease compared to the other time-points which are more evenly split, as previously seen in our microarray studies of the corresponding time-points of SOD1^G93A^ motor neurons (Ferraiuolo et al., 2007). 

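At the paper's thresholds and with all arrays, lower transcripts outnumbered higher ones at 120 days, and the reverse held at 90 days. There 40.8% of the late-stage probe sets were higher in SOD1 G93A material, against 56.5% of the symptomatic ones. At 90 days the direction turned without SOD1 G93A replicate 2 (299 higher and 321 lower) and without SOD1 G93A replicate 3 (296 higher and 358 lower). The late-stage share depends on the normalization between arrays. With values as deposited it was 57.1%, with median centring 42.1% and with quantile normalization over all 12 arrays 40.3%. With 1 array left out it stayed between 36.4% and 48.3%. At an adjusted p under 0.05 the late-stage share was 48.3%, and here the direction turned with several choices. Higher ones outnumbered lower ones with values as deposited (56.9%), an offset of 1 (51.5%), dim probe sets kept (57.2%), each stage fitted alone (61.4%), a replicate block (54.8%), a test against a 1.2-fold change (61.1%), the unmoderated test (7 of 7) and the 3 doubted arrays left out (50.2%). They did so without NTg replicate 1 (56.9%), 2 (76.9%) or 3 (67.2%) and without SOD1 G93A replicate 3 (58.7%). Among those that fell at 120 days, Slit2, an axon guidance molecule that motor neurons also express, had a log2 fold change of -1.19 (standard error 0.26, adjusted p = 0.0163). Slit2 lost its call at 120 days without NTg replicate 2 or 3 (adjusted p = 0.0769). The paper states that late-stage decreases were also more frequent in motor neurons of this model.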

The overlap between the pre-symptomatic + late-stage and symptomatic + late-stage time-points is more evenly matched for down-regulated transcripts, whereas the overlap between the pre-symptomatic and symptomatic time-points is again very small. This reinforces the findings of our enrichment analyses (Table 1) which featured many common categories between the symptomatic and late-stage time-points.

**Figure 4:**
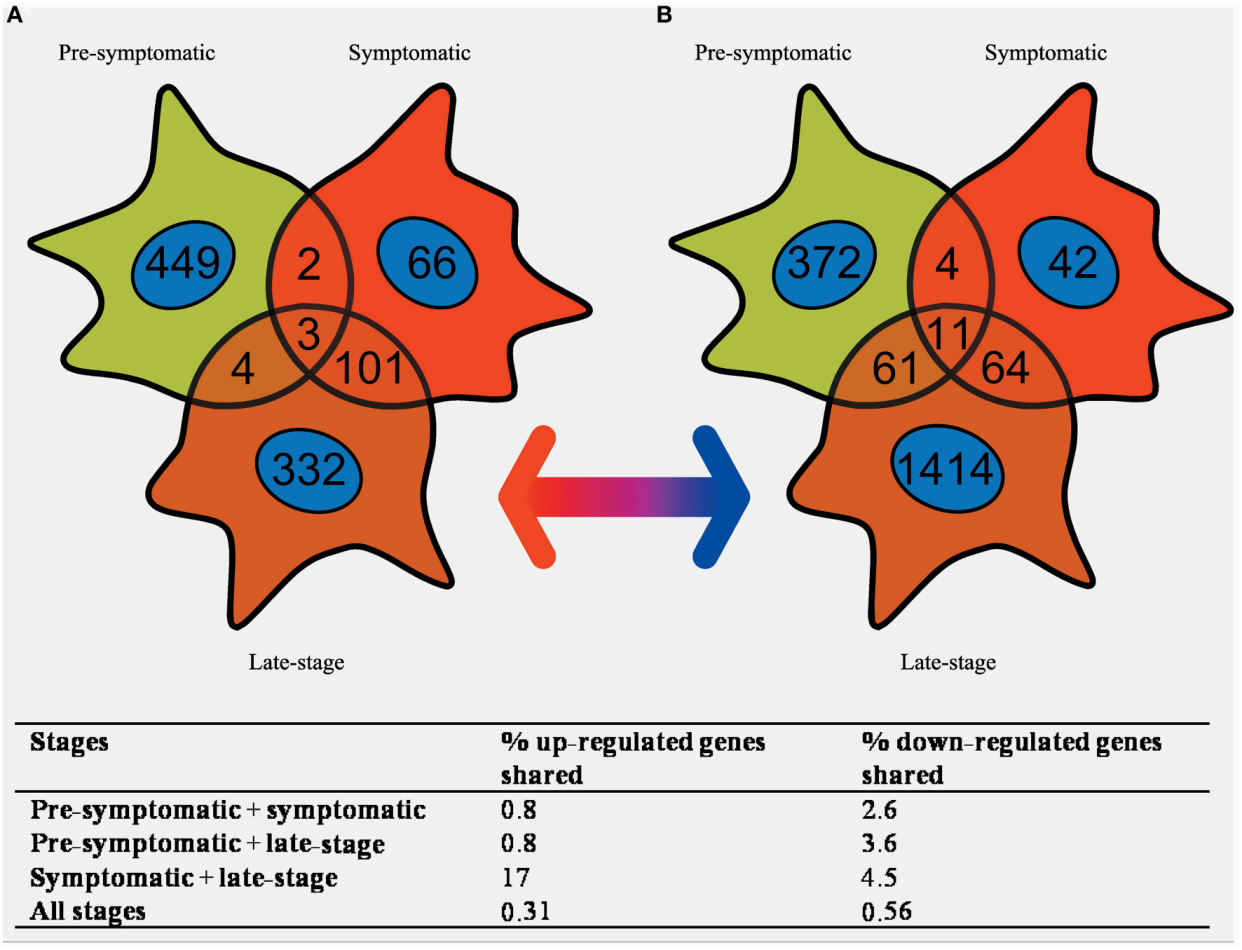
**Venn diagram of the (A) up-regulated and (B) down-regulated genes that are differentially expressed in SOD1^G93A^ astrocytes at pre-symptomatic, symptomatic, and late-stage disease**. The greatest overlap occurs between up-regulated transcripts in symptomatic and late-stage SOD1^G93A^ astrocytes. In comparison very few genes are shared between pre-symptomatic astrocytes and the other two disease stages, or between all three disease stages together.

## Discussion

Gene expression profiling of astrocytes from the SOD1^G93A^ transgenic mouse at symptomatic and late-stage disease time-points and subsequent combination with the previous analysis by Ferraiuolo et al. (2011a) at the pre-symptomatic stage has allowed a picture of astrocyte behavior throughout the ALS disease course in the murine model to be seen for the first time (Figure 5). The pre-symptomatic time-point is highly associated with an alteration of supportive function in SOD1^G93A^ astrocytes, such as the provision of lactate to motor neurons and altered secretion of pro-nerve growth factor (ProNGF). In the current study, we have identified an altered immune response beginning at symptomatic and continuing through to the late-stage of disease, shown by the large overlap of increased transcripts between these two stages (Figure 4). Whilst there is evidence of neuronal and microglial contamination in the LCM samples (Supplementary Figure 1), it is well established that astrocytes are highly activated during the late-stages of disease. In addition, our experiments, particularly those looking at the phagocytosis of neuronal debris and cholesterol synthesis, sought to confirm these as astrocytic phenomena by using pure cultures of astrocytes. The lysosomal up-regulation seen at the symptomatic time-point, with further up-regulation at late-stage, would be in keeping with either: attempts to deal with intracellular inclusions, and/or increased phagocytosis of motor neuronal debris. At the late-stage time-point, defects in ion homeostasis and cholesterol and steroid metabolism are also seen. The greatly increased expression of genes involved in immune function, complement, cell signaling, and secretion pathways seen at the symptomatic time-point are less apparent at late-stage, which probably reflects the widespread dysregulation of transcripts in astrocytes at this time-point leading to a lower enrichment. It is apparent from these data that a transition occurs between the pre-symptomatic and symptomatic time-points leading to a reactive astrocyte phenotype characterized by increased chemokine secretion, lysosomal up-regulation and up-regulation of stress response factors which carries through to late-stage. This is reinforced by a recent gene expression study of SOD1^G93A^ spinal cord which reported an increase in antigen presentation transcripts from an early pre-symptomatic stage (40d) to a late-pre-symptomatic stage (80d) (de Oliveira et al., 2013). For maximum applicability of functional data to both disease stages, we chose to functionally investigate this reactive response rather than the down-regulation of categories such as ion homeostasis due to the aforementioned large overlap for up-regulated transcripts (Figure 4).

**Figure 5:**
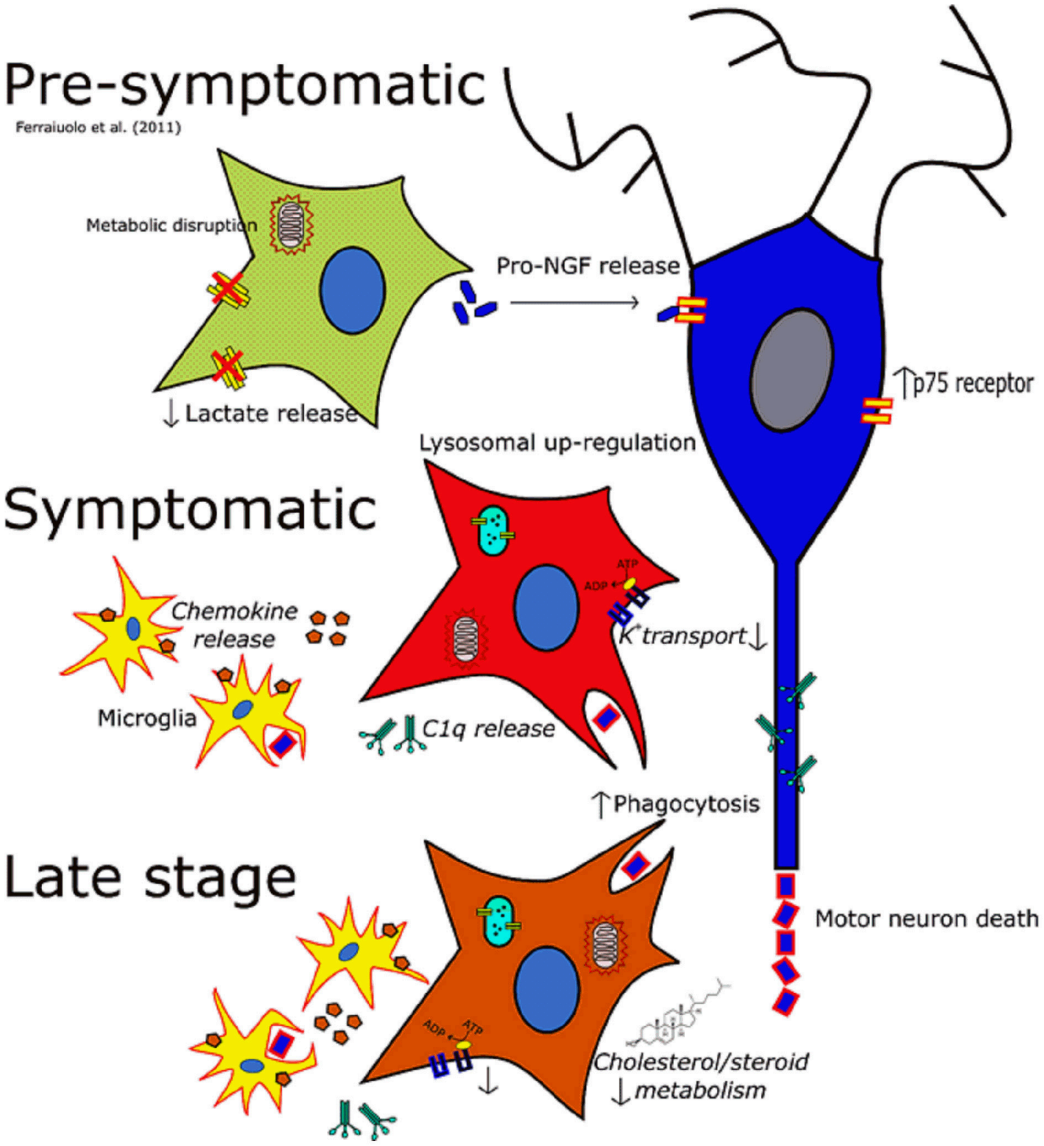
**The changing phenotype of astrocytes during the disease course in the SOD1^G93A^ mouse**. Italics indicate data inferred from microarrays whilst non-italics indicate data for which functional outcomes have been observed. At the pre-symptomatic stage astrocyte gene expression is characterized by disruptions in lactate provision to neurons and mitochondrial dysfunction, as well as perturbations in secreted trophic factors such as the pro-NGF:NGF ratio. At the symptomatic time-point astrocytes take on a much more reactive phenotype characterized by increased lysosomal, phagocytic and chemokine gene expression whilst also featuring a down-regulation of genes involved in potassium transport. At late-stage disease astrocytes feature differential expression of a large number of genes, and still show the disruption seen at the symptomatic stage. In addition cholesterol synthesis transcripts are differentially expressed at this time-point which may indicate an excess of cholesterol in the CNS, or a disruption in the activation of cholesterol synthesis.

The increase in expression of cathepsin transcripts is in keeping with several previous studies which reported increased expression in glia (Fukada et al., 2007) and decreased expression in motor neurons in SOD1-ALS (Wootz et al., 2006; Cox et al., 2010; Kirby et al., 2011), suggesting up-regulation of the lysosomal pathway is astrocyte-specific. Up-regulation of lysosomal proteins could be as a result of increased amounts of autophagy of SOD1^G93A^ protein, aggregates of which are degraded by autophagy *in vitro* (Kabuta et al., 2006). Interestingly, SOD1 and CtsD are co-localized in motor neurons of sALS patients (Forsberg et al., 2010). However, our results do not show an up-regulation of the classic autophagy related genes such as *Beclin 1, Lc3-II, Vps34*, or the *Atg* group of genes (Virgin and Levine, 2009). This suggests that if autophagy is increased, it is due to altered autophagic flux rather than induction of autophagic genes.

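Genes of autophagy did not pass as a group in camera, and by other settings they were lower at 120 days. Of 36 measured, none passed (0 passed when adjusted over the list alone) at 90 days, with a median log2 fold change of -0.09 (camera adjusted p = 0.293), and 1 fell and none rose (0 passed when adjusted over the list alone) at 120 days, with a median of -0.19 (camera adjusted p = 0.143). At 120 days 29 of 36 had negative log2 fold changes, and their mean signal was lower in each SOD1 G93A mouse than in each NTg mouse (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). The late-stage list passed with fry (adjusted p = 0.00985) and with dim probe sets kept in camera (adjusted p = 0.0459), and its median was 0.13 (adjusted p = 0.686) with the neuronal list score as a covariate, added after seeing the data. Becn1, beclin 1, which starts the autophagosome membrane, had a log2 fold change of -0.11 (standard error 0.26, adjusted p = 1.00) at 90 days and -0.39 (standard error 0.26, adjusted p = 0.376) at 120 days. Map1lc3a and Map1lc3b, which encode LC3, had late-stage log2 fold changes of -0.08 (adjusted p = 0.844) and -0.56 (adjusted p = 0.116), and Atg3, Atg5, Atg7 and Atg12, of the conjugation machinery, had -0.09 (adjusted p = 0.883), 0.19 (adjusted p = 0.822), -0.03 (adjusted p = 0.959) and -1.17 (adjusted p = 0.231). None of these passed at either stage. Pik3c3, the lipid kinase VPS34, fell at 120 days with -1.06 (adjusted p = 0.0330), after -0.09 (adjusted p = 1.00) at 90 days. Pik3c3 lost its call at 120 days without SOD1 G93A replicate 2 or 3 or NTg replicate 1, 2 or 3 (adjusted p = 0.142). Pik3c3 lost its call also with values as deposited, with median centring, with dim probe sets kept and when each stage was fitted alone.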

Rather than a lysosomal up-regulation due to increased autophagy, the microarray data suggests that lysosomal up-regulation could be as a consequence of increased astrocyte phagocytosis (Table 1). Indeed, in addition to the cathepsin group of proteases, this study is the first to highlight an increased β-hexosaminidase activity in SOD1^G93A^ spinal cord at the late-stage of disease (Figure 1B). The fact that both transcripts that make up the two β-hexosaminidase isoforms are differentially expressed in the microarray data makes it highly likely that part of this increased activity comes from astrocytes. β-hexosaminidase is involved in the processing of gangliosides, which are abundant upon cell membranes, and its increased activity from the symptomatic stage onwards may be in response to increased processing of neuronal debris. Astrocytes are capable phagocytes (Chang et al., 2000) and their phagocytosis of cell debris is seen to protect neurons from contact-induced cell death *in vitro* (Lööv et al., 2012). Here we compared the phagocytic ability of SOD1^G93A^ astrocytes vs. NTg controls and have shown for the first time that SOD1^G93A^ astrocytes have an increased propensity to phagocytose cellular debris (Figure 2). Again, the results of the functional study were consistent with the up-regulation of several membrane receptors for phagocytosis (Table 2). Given the data of Lööv et al. (2012), we hypothesize that this would actually function as a protective mechanism during the disease course and dampen inflammation. In support of this, macrophage phagocytosis of either apoptotic or necrotic debris does not affect expression of pro-inflammatory cytokines (Brouckaert et al., 2004).

At the late-stage of disease in particular, many transcripts involved in cholesterol and steroid homeostasis are dysregulated in SOD1^G93A^ astrocytes. Astrocytes are important in the adult CNS as they provide cholesterol and cholesterol precursors to neurons via transport proteins such as APOE (Pfrieger and Ungerer, 2011). Another mouse model which closely resembles ALS, featuring a deletion of the hypoxia response element of the vascular endothelial growth factor gene (VEGF^δ∕δ^), shows down-regulation of many of the transcripts seen in the present study including: *Ldlr, Stard4, Hsd17b7*, and *Sqle* (Brockington et al., 2010). In contrast to the results of ourselves and Brockington et al. (2010) showing decreased cholesterol synthesis, Ceramide 24 and sphingomyelin (classes of membrane lipid) and cholesterol-16 and -18 are increased in the spinal cord of ALS patients and in the lumbar spinal cord of the pre-symptomatic SOD1^G93A^ mouse (Cutler et al., 2002). The decreased intracellular cholesterol measured in the current study may be the reason for increased translocator protein (*Tspo*) (120d: +2.04), which along with diazepam binding inhibitor (*Dbi*) (120d: +2.4) induces translocation across the mitochondrial membrane (Rone et al., 2009). This may be an attempt by the cell to increase cholesterol transport into mitochondria for steroid biosynthesis. However, downstream steroid biosynthesis within mitochondria is predicted to be decreased due to the decreased expression of *Hsd11b1* and *Hsd17b7*. This decreased expression is superimposed upon the dysregulation of mitochondrial transcripts already apparent in the pre-symptomatic SOD1^G93A^ astrocytes (Ferraiuolo et al., 2011a). 

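Tspo, the translocator protein of the outer mitochondrial membrane, had a log2 fold change of 0.89 (standard error 0.28, adjusted p = 0.533) at 90 days and rose at 120 days with a log2 fold change of 1.25 (standard error 0.28, adjusted p = 0.0207), on each of its 3 probe sets. Dbi, a carrier of acyl-CoA that binds Tspo, had a log2 fold change of 0.13 (adjusted p = 1.00) at 90 days and rose with 1.14 (adjusted p = 0.0120) at 120 days, when 3 of its 4 probe sets passed. Tspo is also expressed in microglia, whose marker Aif1 rose at 120 days. Tspo lost its call at 120 days without NTg replicate 1, 2 or 3, and Dbi without NTg replicate 2 (highest adjusted p = 0.0899). Dbi lost its call also when each stage was fitted alone.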

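Hsd11b1, which regenerates active glucocorticoids, had a log2 fold change of -1.05 (standard error 0.30, adjusted p = 0.416) at 90 days and fell at 120 days with a log2 fold change of -1.08 (standard error 0.30, adjusted p = 0.0461). Hsd17b7, a reductase of cholesterol and steroid synthesis, had a log2 fold change of -0.85 (adjusted p = 0.856) at 90 days and fell with -1.42 (standard error 0.37, adjusted p = 0.0364) at 120 days, with 1 of its 3 probe sets passing. Hsd11b1 lost its call at 120 days without any 1 of the 6 arrays of the stage, and Hsd17b7 without SOD1 G93A replicate 3 or NTg replicate 1, 2 or 3 (highest adjusted p = 0.148). Hsd11b1 lost its call also with values as deposited, and Hsd11b1 and Hsd17b7 with an offset of 1, with dim probe sets kept and when each stage was fitted alone.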

Future therapeutic strategies could focus upon mitochondrial protection to rescue this deficit and thereby increase production of neuroprotective steroids.

We show here that SOD1^G93A^ astrocytes inherently produce a lower amount of cholesterol than NTg controls. This is the first time to our knowledge that this has been demonstrated. The increased APOE activity seen in the microarray data might therefore be an attempt to increase cholesterol transport in response to lower astrocytic cholesterol synthesis. 

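Apoe, the main lipoprotein of the brain, had a log2 fold change of 1.19 (standard error 0.24, adjusted p = 0.0943) at 90 days and rose at 120 days to a normalized log2 signal of 12.00 ± 0.23 (SD, n = 3) in SOD1 G93A mice and 9.21 ± 0.13 (SD, n = 3) in NTg mice, a log2 fold change of 2.79 (standard error 0.24, adjusted p = 6.89e-05). Lpl, lipoprotein lipase, had a log2 fold change of 2.52 (adjusted p = 0.128) and rose with 4.85 (standard error 0.53, adjusted p = 0.000288) on its brightest probe set, and had 1.35 (adjusted p = 0.419) and 3.04 (adjusted p = 0.000753) on the one that Table 4 names. Ch25h, which makes 25-hydroxycholesterol, had 1.19 (adjusted p = 0.147) and rose with 2.33 (adjusted p = 0.000329). Of 30 genes of cholesterol efflux, transport and turnover, none passed (5 rose when adjusted over the list alone) at 90 days, with a median of 0.22 (camera adjusted p = 0.000121; adjusted p = 0.0990 with an estimated correlation). At 120 days 6 rose and 3 fell (7 rose and 3 fell when adjusted over the list alone), with a median of 0.33 (camera adjusted p = 0.00264; adjusted p = 0.151 with an estimated correlation). Osbpl1a, an oxysterol-binding protein, was among those that fell, at -1.26 (adjusted p = 0.0225). Apoe and Lpl are also in the list of activated microglia genes, of which 17 rose at 120 days. Osbpl1a lost its call at 120 days without SOD1 G93A replicate 3 or NTg replicate 1, 2 or 3 (adjusted p = 0.0927). Osbpl1a lost its call also when each stage was fitted alone.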

Future study should focus upon confirming the increased expression of APOE at the protein level. The increased staining of SREBP2 in motor neuronal cell bodies and process-like structures of late-stage SOD1^G93A^ lumbar spinal cord may result from a neuronal reaction to lower cholesterol transport to neurons from astrocytes, and an up-regulation of SREBP2 by neurons in an attempt to synthesize cholesterol themselves. To investigate this further, *in vitro* studies should be performed to investigate whether increased extracellular cholesterol leads to cytoplasmic SREBP2 localization in astrocytes or motor neurons and whether the SOD1^G93A^ mutation affects this.

This study has revealed three previously unexplored phenomena in SOD1^G93A^ astrocytes occurring at the symptomatic stage and continuing to late-stage disease. Intriguingly, these mechanisms may be interconnected and future studies can now focus on characterizing these behaviors further. Much focus is placed upon whether astrocytes become toxic or lose supportive function during ALS progression. The data presented in this report suggest that astrocytes react so as to attempt damage limitation via clearance and processing of cellular debris for re-distribution of components such as cholesterol. In addition, the transcriptomic data of symptomatic and late-stage SOD1^G93A^ astrocytes show decreased expression of many transcripts involved in ion homeostasis and transport, suggesting that astrocytes are concurrently losing their ability to regulate the external environment. Given this, we conclude that the majority of behavior change in SOD1^G93A^ astrocytes during disease progression is a loss of supportive function rather than a toxic gain of function and that this is equally damaging to neuronal survival. It is important now to determine whether these astrocytic behaviors can be modulated and whether this is a means by which to influence disease progression.

## Author contributions

LF, DB^2^, JK, PH, and PS were involved in the conception and design of the initial work. PV, DS, and LF were involved in the acquisition of material for microarray samples. DB^1^ and LF conceived, performed and analyzed further experiments based upon the microarray data. MK and DB^1^ performed the assay of β-hexosaminidase activity. All authors were involved in the drafting of the manuscript and final approval of the version to be published.

^1^ David Baker

^2^ Daniel Blackburn

## Funding

We acknowledge grants from the European Community's Seventh Framework Programme (FP7/2007-2013) under the EuroMOTOR project, grant agreement no 259867 and the EU Joint Programme-Neurodegenerative Disease Research (JPND) projects, SOPHIA and STRENGTH, supported through the following funding agencies under the aegis of JPND—http://www.jpnd.eu/: United Kingdom, Medical Research Council to PJS and JK. PJS is an NIHR Senior Investigator. LF is funded by a EU Marie Curie Fellowship. PV was funded by a Wellcome Trust summer studentship. MK was funded by a BBSRC/Lilly (PhD CASE studentship).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Lysosomal and phagocytic activity is increased in astrocytes during disease progression in the SOD1 G93A mouse model of amyotrophic lateral sclerosis
**Source:** Front Cell Neurosci. 2015 Oct 15;9:410. doi: 10.3389/fncel.2015.00410
**Supplement:** Supplementary file 7

## *Supplementary Material*

### **Lysosomal and phagocytic activity is increased in astrocytes during disease progression in the SOD1<sup>G93A</sup> mouse model of amyotrophic lateral sclerosis**

**David J. Baker<sup>1</sup>, Daniel J. Blackburn<sup>1</sup>, Marcus Keatinge<sup>1</sup>, Dilraj Sokhi<sup>1</sup>, Paulius Viskaitis<sup>1</sup>, Paul R. Heath<sup>1</sup>, Laura Ferraiuolo<sup>1</sup>, Janine Kirby<sup>1\*</sup> and Pamela J. Shaw<sup>1\*</sup>**

\*Equal contribution

# 1 Supplementary Figures

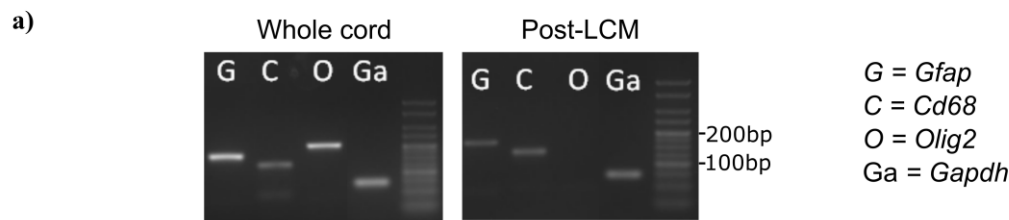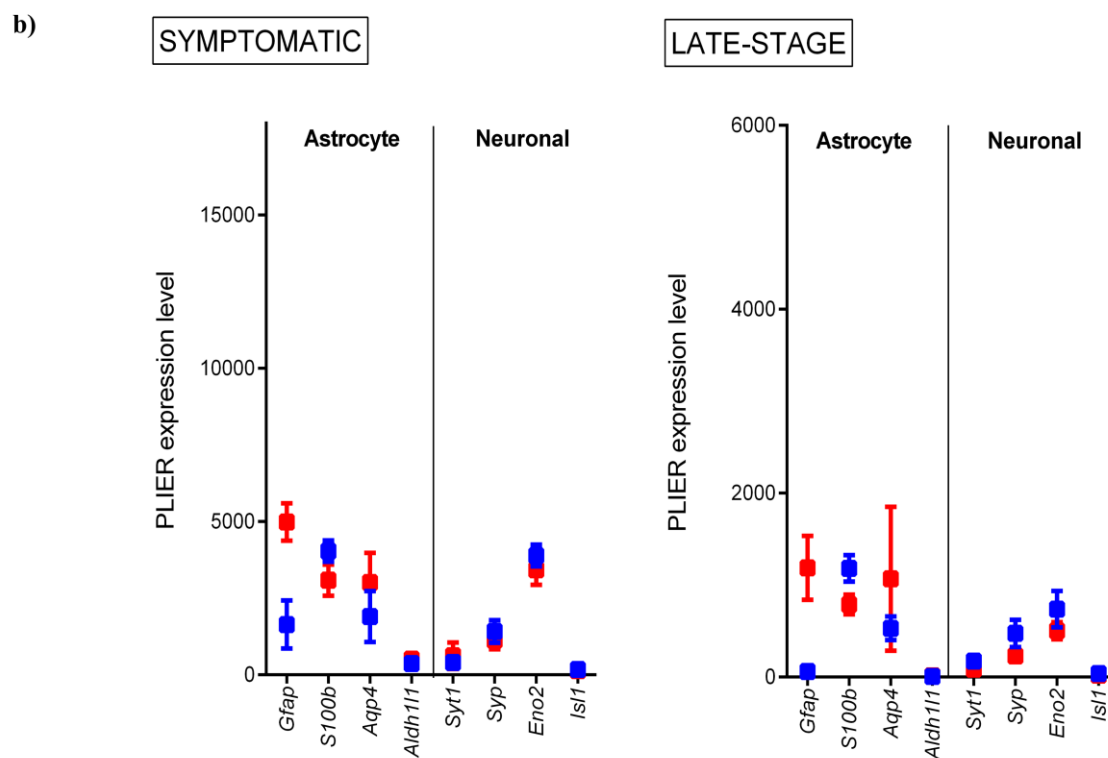

**Supplementary Figure 1.** Purity of RNA used for microarray analysis a) prior to LCM and after LCM and b) astrocyte and neuronal markers on microarray Genechips. LCM removed oligodendrocyte contamination however microglial and neuronal markers were present following LCM, meaning that a mixed cell population with a significant astrocyte component has been obtained. Blue = NTg samples, Red = SOD1<sup>G93A</sup>.

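Probe sets of the astrocyte genes Aqp4 and S100b had high mean signals in both genotypes at 120 days. Aqp4, the water channel of astrocyte endfeet, had a normalized log2 signal of 10.74 ± 1.36 (SD, n = 3) in SOD1 G93A mice and 9.82 ± 0.47 (SD, n = 3) in NTg mice at 120 days, and S100b, a calcium-binding protein, a normalized log2 signal of 10.69 ± 0.07 (SD, n = 3) in SOD1 G93A mice and 11.28 ± 0.14 (SD, n = 3) in NTg mice. Their log2 fold changes were 0.93 (adjusted p = 0.302) and -0.60 (adjusted p = 0.0999), and at 90 days 0.75 (adjusted p = 1.00) and -0.37 (adjusted p = 1.00). Aldh1l1, a folate enzyme used as an astrocyte marker, had a log2 fold change of 0.46 (adjusted p = 0.925) at 90 days and rose with 1.22 (standard error 0.23, adjusted p = 0.00820) at 120 days. Aldh1l1 lost its call at 120 days without NTg replicate 2 (adjusted p = 0.0562). Of the neuronal genes, Syt1, a synaptic vesicle protein, had a normalized log2 signal of 7.43 ± 0.24 (SD, n = 3) in SOD1 G93A mice and 7.90 ± 0.23 (SD, n = 3) in NTg mice at 120 days, Syp 8.19 ± 0.25 and 8.74 ± 0.22, and Eno2, the neuronal enolase, 9.92 ± 0.17 and 9.92 ± 0.30. Isl1, a transcription factor of motor neurons, had -0.16 (adjusted p = 0.858). None of the 4 passed at 120 days or at 90 days, and signals of different probe sets are not to be compared with each other.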

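Oligodendrocyte markers had high mean signals in both genotypes at both ages. Of 19, none passed (0 passed when adjusted over the list alone) at 90 days (median 0.10, camera adjusted p = 0.227) and 1 rose and none fell (0 passed when adjusted over the list alone) at 120 days (median 0.19, camera adjusted p = 0.0950), Opalin, a myelin membrane protein, at 1.16 (adjusted p = 0.0438). Their mean normalized log2 signal at 120 days was 9.93 ± 0.44 in SOD1 G93A and 9.73 ± 0.33 in NTg mice (SD, n = 3 each). At 90 days it was 10.26 ± 0.19 in SOD1 G93A and 10.10 ± 0.24 in NTg mice. These signals speak for oligodendrocyte transcripts in the captured material, where the paper states that LCM removed this contamination. The share of oligodendrocyte RNA was not tested. Of 9 markers of oligodendrocyte precursors, none passed (0 passed when adjusted over the list alone) at 90 days (median 0.21, camera adjusted p = 0.271) and none passed (0 passed when adjusted over the list alone) at 120 days (median 0.31, camera adjusted p = 0.197). Of 17 endothelial and pericyte markers, none passed (0 passed when adjusted over the list alone) at 90 days (median -0.08, camera adjusted p = 0.385) and none passed (0 passed when adjusted over the list alone) at 120 days (median 0.13, camera adjusted p = 0.343). Only 2 leukocyte markers were bright enough to be measured, Cd8a and S100a8, and none passed (0 passed when adjusted over the list alone) at 120 days (median 0.41, camera adjusted p = 0.537), after a median of -0.49 at 90 days (camera adjusted p = 0.318). The same arrays held the general neuronal genes at a mean log2 signal of 9.69 ± 0.14 in NTg and 9.08 ± 0.16 in SOD1 G93A mice at 120 days. Opalin lost its call at 120 days without any 1 of the 6 arrays of the stage (adjusted p = 0.196). Opalin lost its call also with values as deposited, with median centring, with an offset of 1, with dim probe sets kept and when each stage was fitted alone.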

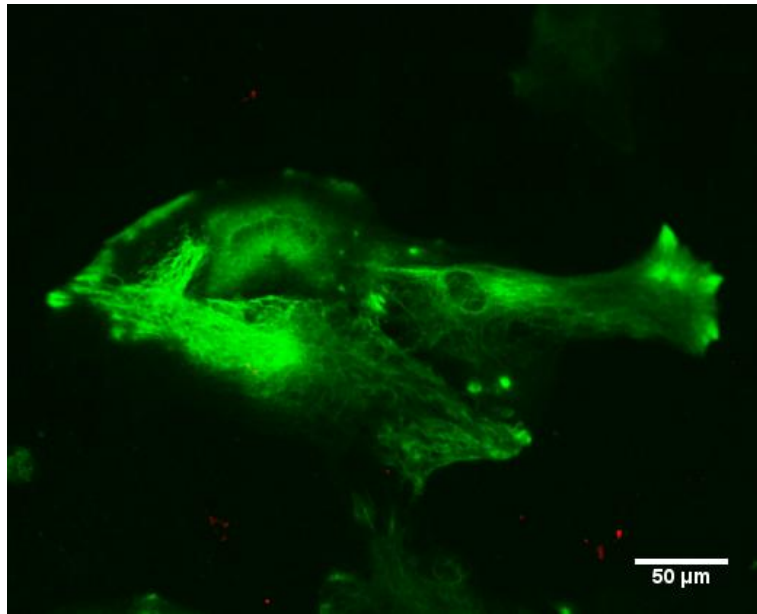

**Supplementary Figure 2** Representative image of astrocytes treated with the phagocytic inhibitor Latrunculin (1  $\mu$ M) before being treated with NSC34 cell debris. Green = GFAP, red = cell debris, magnification = 20X.

NTg

SOD1<sup>G93A</sup>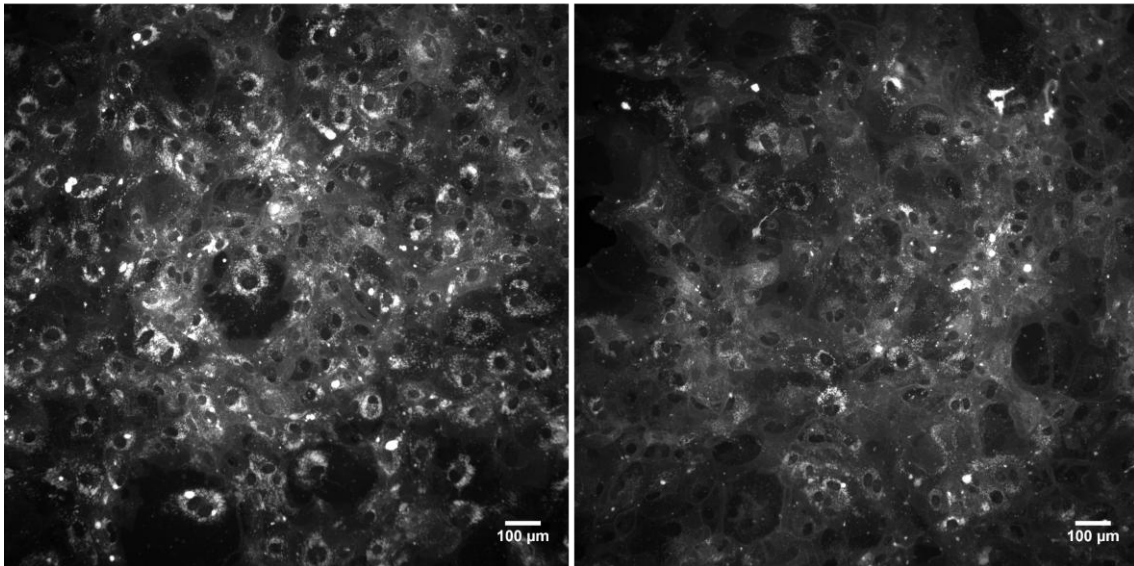

**Supplementary Figure 3** Cholesterol staining using Filipin III. Staining intensity was significantly higher in NTg astrocytes versus SOD1<sup>G93A</sup> ( $p < 0.0001$ ).

## 1.1 Supplementary Tables

**Supplementary Table 1** Primer sequences and concentrations used in the qPCR validation of targets from microarray analysis of symptomatic and late-stage SOD1<sup>G93A</sup> astrocytes.

| Category           | Gene name                            | Gene symbol                                  | Accession   | Primer      | Sequence (5'-3')          | Conc. (nM)            |
|--------------------|--------------------------------------|----------------------------------------------|-------------|-------------|---------------------------|-----------------------|
| Lysosome           | cathepsin D                          | Ctsd                                         | NM_009983.2 | FW          | TGCTGCCCTCTGCCTGTCTGA     | 150                   |
|                    |                                      |                                              |             | RV          | AGGGCGGCAGGACAAGACAA      | 150                   |
|                    | cathepsin S                          | Ctss                                         | NM_021281.2 | FW          | CGACGCCAGCCATTCTCTCTT     | 150                   |
|                    |                                      |                                              |             | RV          | AGAGTCCCATAGCCAACCACAAG A | 150                   |
|                    | hexosaminidase A (alpha polypeptide) | Hexa                                         | NM_010421.4 | FW          | TCGCTGAGAGACTGTGGAGCAGT A | 150                   |
|                    |                                      |                                              |             | RV          | GGCCTGGATTCTCTCTCTCACCA   | 150                   |
|                    | hexosaminidase B (beta polypeptide)  | Hexb                                         | NM_010422   | FW          | TGCAGAATGGTCAGCCGTG       | 150                   |
|                    |                                      |                                              |             | RV          | GAATGCTGTAGACGTCTGTCACT   | 150                   |
|                    | lysosomal protein transmembrane 5    | Laptm5                                       | NM_010686.3 | FW          | AGCACCTGGAGGCTGGGAAGTC    | 150                   |
|                    |                                      |                                              |             | RV          | TTGCCATCAGAGCAGTGGCTCAT   | 150                   |
| Chemokine          | C-X-C motif chemokine 10             | Cxcl10                                       | NM_021274   | FW          | TAGCTCAGGCTCGTCAGTTCTA    | 300                   |
|                    |                                      |                                              |             | RV          | TGGGAAGATGGTGGTTAAGTTC    | 150                   |
|                    | chemokine (C-C motif) ligand 6       | Ccl6                                         | NM_009139.3 | FW          | GCAGGCATTGTCACCCACTT      | 50                    |
| Complement cascade | c1qb                                 | C1qb                                         | NM_009777.2 | FW          | CACCAACGCGAACGAGAACT      | 150                   |
|                    |                                      |                                              |             | RV          | GGCCAGGCACCTTGCA          | 150                   |
| Stress response    | activating transcription factor 3    | Atf3                                         | NM_007498.3 | FW          | TGTACCCACTGCAGAGGAAG      | 100                   |
|                    |                                      |                                              |             | RV          | GCCCTGTCACTGAGTATGGA      | 100                   |
|                    | Lipid metabolism                     | serine peptidase inhibitor clade A member 3n | Serpina3n   | NM_009252.2 | FW                        | GCCTGGAGGATGTCCTTTCAA |
| RV                 |                                      |                                              |             |             | AGCCTTGTGGACCACCTGAG      | 150                   |
| lipoprotein lipase |                                      | Lpl                                          | NM_008509.2 | FW          | CGGCATCCCCATTATTGCTA      | 300                   |

|                          |                                              |              |             |    |                          |     |
|--------------------------|----------------------------------------------|--------------|-------------|----|--------------------------|-----|
| <b>House<br/>keeping</b> | glyceraldehyde-3-<br>phosphate dehydrogenase | <i>Gapdh</i> | NM_008084.2 | RV | ACTTTCCAGTGTTTACAAGCATTC | 300 |
|                          |                                              |              |             | FW | GCTACACTGAGGACCAGGTTGTCT | 300 |
|                          |                                              |              |             | RV | AGCCCCGGCATCGAA          | 300 |

How the deposited data were processed for this re-analysis (not part of the article)

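The arrays measured amplified RNA of laser-captured astrocytes from the lumbar spinal cord of SOD1 G93A mice and NTg littermates at 90 days (symptomatic) and 120 days (late-stage), 3 mice per group and 12 arrays in all, with 1 array per mouse. The values deposited by the authors are linear signal intensities of Affymetrix Mouse Genome 430 2.0 GeneChips, made with MAS5 after 2 rounds of linear amplification and scaled on each array to a trimmed mean of 100, with 1 decimal. The labels name no MAS5 version and describe staining with toluidine blue, where the paper describes ALDH1L1 staining. For differential expression the paper used the PLIER summary in GeneSpring, which these values are not. The qPCR, enzyme activity, phagocytosis, filipin and SREBP2 staining data and the pre-symptomatic arrays were not analysed here. Some genes of the paper's tables are not reported here.

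Signals were taken as log2 after an offset of 7, the 20th percentile of all values. Array medians on that scale spanned 0.23 at 90 days and 0.83 at 120 days. Since one span was over 0.5, the limit set in advance, arrays were quantile-normalized within each time point. Of 45101 probe sets, 64 controls were left out, and the 26132 above the median of their own array on at least 3 arrays were tested. Background and present calls are not among the values analysed, so signals near the offset carry little precision. Mean 3′ to 5′ log2 ratios of the actin controls were 4.70 and 4.71 in NTg and SOD1 G93A mice at 90 days and 5.36 in both at 120 days. Gene symbols came from a mouse annotation, with 34958 probe sets of 1 symbol, 932 of several and 9211 of none, and no genome coordinates were used. A gene is given by its brightest probe set of 1 symbol, in some places by one that a table of the paper names, and Hmgcs1 and Lpl by both.

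A linear model with 4 group means and 8 residual degrees of freedom was fitted in limma 3.58.1 (R 4.3.3) with empirical Bayes moderation. The contrasts were SOD1 G93A minus NTg at each stage and the difference of these. p-values were adjusted after Benjamini and Hochberg over the probe sets tested, with a threshold of 0.05, and the paper's threshold of a 2-fold change and unadjusted p of 0.05 was counted beside it. Adjusted over a list alone means over the members of that list. For probe sets of the paper's tables it means over the whole table, with or without a value at that stage. These are 19 probe sets for Table 2, 28 for Table 3 and its categories, and 46 for Table 4. 36 gene lists were written in advance and tested with camera at a preset inter-gene correlation of 0.01 on 12458 genes, adjusted over the lists of a stage, and 1 of them, of erythroid cells, had no measured member. Scores of a list are means of log2 signals per array. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.

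The steps were tested on simulated data made from the spread of the real arrays, with 200 changed probe sets at 120 days. Of 99 tested probe sets changed 2-fold, 7 were called (7.07%), and of 98 changed 4-fold, 70 (71.4%), all with the right sign. Of 25629 tested there, 6 unchanged ones were called. With none changed, 1 of 25598 was called. In camera, a list of 40 genes raised by 0.5 log2 units among 12299 passed, and none of 20 random lists did. Genes of a random list were not chosen to vary together, as those of a real list may. The simulation therefore cannot show whether the preset correlation is high enough for the real lists.

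Genes named in the text follow a rule set in advance. They are the genes the paper names, per stage the 10 largest rises and falls among called genes with every array separated, filled up from the paper's threshold, up to 4 members of each list with the smallest p, and the 5 genes with the smallest p for the difference in each direction. The paper's values for its own genes had been seen before. Names beyond the rule, such as the most abundant marker genes, were chosen after their values were seen. Alternatives tried were the values as deposited, quantile normalization over all 12 arrays, median centring, offsets of 1 and at the 50th percentile, no filter and a filter at the 75th percentile. Further ones were each stage fitted alone, the replicate number as a block, array weights, a trended and robust prior, an unmoderated equal-variance test, treat, camera with an estimated correlation, fry, the mean of all probe sets per gene, and leaving out each array.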

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

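The tests of the microglial share, of a lower share of astrocytes, of the late-stage NTg arrays, of the sodium list without Slc12a5 and with covariates were chosen only after the results were seen.

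The shift of 16 gene lists differed between the stages in a camera test of the difference of the SOD1 G93A effects itself. The median over genes of the late-stage minus the symptomatic log2 fold change, which need not equal the difference of the 2 list medians, was, with the adjusted p of that test, 0.75 for astrocyte reactivity (9.29e-08), 0.50 for resting microglia (0.00549), 0.37 for activated microglia (0.000187), 1.41 for fibroblast (0.000376), 0.22 for phagocytosis (0.00490) and 0.42 for complement (0.00207). It was 0.40 for interferon-response (0.0290), 0.51 for antigen presentation (0.00349), 0.11 for proteasome (0.0245), 1.17 for ribosomal (1.22e-24), 0.38 for immediate early (0.0103) and 0.37 for metallothionein and iron (0.00141) for further lists that moved up. For lists that moved down it was -0.49 for neuronal (0.00207), -0.38 for proton pump (0.0330), -0.62 for sodium transport (0.00207) and -0.57 for neurotransmitter receptor (0.00207). Without Slc12a5, which carries no sodium, that of the sodium list was -0.58 (0.0103). With an estimated inter-gene correlation none of them passed, the lowest adjusted p being 0.0704, and no single probe set differed between stages in limma at adjusted p under 0.05 (2414 at an unadjusted p under 0.05). Leaving out 1 array ended some of these calls. The proteasome list passed no more without SOD1 G93A replicate 1 or NTg replicate 2 at 90 days or SOD1 G93A replicate 1 or NTg replicate 1 at 120 days (adjusted p up to 0.143). The proton pump list passed no more without SOD1 G93A replicate 2 or NTg replicate 1 or 3 at 90 days or SOD1 G93A replicate 2 or 3 or NTg replicate 2 at 120 days (adjusted p up to 0.139). The interferon-response list passed no more without SOD1 G93A replicate 3 or NTg replicate 3 at 90 days or SOD1 G93A replicate 1 or 2 or NTg replicate 3 at 120 days (adjusted p up to 0.214). The immediate early list passed no more without NTg replicate 2 at 90 days or SOD1 G93A replicate 1 at 120 days (adjusted p up to 0.0844).

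Some lists that shifted are not given as groups in the main text and tables of the paper, though single members may have values there. They were those of ribosomal proteins and antigen presentation. For the latter the paper cites a rise in whole spinal cord at earlier ages from another study. Ribosomal protein genes had a late-stage median log2 fold change of 1.27 (camera adjusted p = 2.28e-22, 33 of 35 genes positive). Antigen presentation genes had one of 0.48 (camera adjusted p = 0.000165, 11 of 13 genes positive) at 90 days and 1.06 (camera adjusted p = 1.18e-06, 13 of 13 genes positive) at 120 days. Both lists stayed called at 120 days when 1 array was left out (adjusted p up to 2.88e-20 and 3.93e-05).

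Genes of the lysosome, phagocytosis and complement were higher in SOD1 G93A material at both stages in camera with the preset correlation. With an estimated correlation the late-stage lysosome list did not pass (adjusted p = 0.0918), and the adjusted p below are with the preset one. A lower share of astrocyte RNA, which would raise the markers of every other cell type alike, is argued against by resting microglia markers that rose 3.43 pooled SDs more than the mean of oligodendrocyte, endothelial and neuronal markers at 90 days (0.66 log2) and 6.64 at 120 days. A lower share of neuronal RNA as the whole cause is argued against by the medians of the 3 lists with the neuronal score as a covariate, which were 0.96 to 1.44 times those without it (adjusted p up to 9.59e-07), while that covariate moved other lists. Members shared with the microglia lists are argued against as the whole cause. All 3 lists kept their calls at both stages without them at that preset correlation, though the late-stage lysosome median fell from 0.30 to 0.17. A larger share of microglial RNA stays open as a candidate explanation, since the 16 measured markers of resting microglia, of which Cx3cr1 and Fcgr3 are also in other lists here, had a median of 0.72 at 90 days against 0.30 for the lysosome list, and Csf1r, one of them, had log2 signals of 9.87 ± 0.17 in NTg and 11.93 ± 0.15 in SOD1 G93A mice (SD, n = 3) at 120 days. Laser capture of single stained cells would remove such RNA only where no microglial process is cut along, and induction in astrocytes themselves was not tested apart.

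Enzymes of cholesterol synthesis were lower in late-stage SOD1 G93A material, with a median log2 fold change of -0.67. The call was made in camera with the preset correlation, as are the adjusted p below, and with an estimated one the list did not pass (adjusted p = 0.0918). Late-stage SOD1 G93A replicate 3, the least correlated array, is argued against as the cause by a median of -0.66 without it (adjusted p = 0.000225). Transcript integrity stays open. The median was -0.67 with the 3′ to 5′ ratio as a covariate, but the groups had similar ratios and no list median moved by more than 0.06, so this decides nothing. A lower share of neuronal RNA may explain part, since the median was -0.29 with the neuronal score as a covariate (adjusted p = 0.0377), while the neuronal genes Ndrg4 and Snap25 had log2 signals of 13.32 ± 0.20 in NTg and 12.32 ± 0.48 in SOD1 G93A mice (SD, n = 3) and 11.99 ± 0.14 in NTg and 10.57 ± 0.53 in SOD1 G93A mice (SD, n = 3). Eno2 and Uchl1 of the neuronal list are also in other lists here, capture of cell bodies clear of neuropil would remove such RNA, and the stage of disease stays open as untested.

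Ribosomal protein genes were higher in late-stage SOD1 G93A material and less so at 90 days (median 0.21). The normalization is argued against by medians of 1.39 with values as deposited and 1.28 with quantiles over all 12 arrays. Transcript integrity stays open, since the covariate that gave a median of 1.31 moved no list by more than 0.06. With quantiles over all 12 arrays, which puts both ages on one scale, the 3 late-stage NTg arrays stood apart, with a highest ribosomal score of 9.63 against a lowest of 10.45 on the other 9 arrays, a gap of 0.82 (9.56 against 10.44 with values as deposited). The shift may thus be one of the late-stage NTg material, by its handling or age, and no value here separates these.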

How the results depend on the processing

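The offset, filter, normalization, moderation, block, gene set tests and left-out arrays compared here were set before the data were examined. The removal of genes of the microglia lists, the removal of 3 doubted arrays, the sodium list without Slc12a5 and the 2 covariates were chosen after seeing the data. With 3 arrays per group an exact permutation test cannot give a p under 0.1, and dim probe sets, whose signal is near background, are where the offset and the filter act. The median log2 fold change of all probe sets was 0.00 at 90 and -0.07 at 120 days as reported and 0.07 at 120 days with values as deposited. The share of late-stage probe sets that were higher, at the paper's threshold, was 40.8% as reported and 57.1% with values as deposited.

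Of 23 lists called at 90 days, 14 kept call and direction under all 11 processing alternatives and all left-out arrays, with camera at its preset correlation. At 120 days 21 of 23 did so. No list turned into a call of the opposite direction. The balance of late-stage probe sets at the paper's threshold did turn with values as deposited, from 1354 higher and 1965 lower to 2032 higher and 1526 lower. As reported, 36 probe sets were changed at 90 and 1948 at 120 days, 462 and 3319 at the paper's threshold, and 0 differed between stages by limma (2414 at an unadjusted p under 0.05). At adjusted p under 0.05 the stages shared 29 higher and 4 lower probe sets, and at the paper's threshold 179 and 97. Values under each alternative that moved a count by over 1.5 times or a list across 0.05 follow, and the causes were not tested beyond what each alternative does by construction.

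With an offset at the 50th percentile, the changed probe sets numbered 68 at 90 days and 2953 at 120 days, those at the paper's threshold 175 at 90 days and 1618 at 120 days, and those that differed between stages 3. The shared ones were 52 higher and 13 lower and at the paper's threshold 88 higher and 44 lower, and 10 of Table 2 at 90 days and 1 of Table 4 at 90 days passed. The sterol-sensing list gained a call at 120 days (adjusted p = 0.0396). With an offset of 1, 2 lower probe sets were shared and 3 of Table 2 at 90 days passed. With dim probe sets kept, the changed probe sets numbered 22 at 90 days and 1244 at 120 days. The shared ones were 18 higher and 1 lower, and 1 of Table 2 at 90 days and 15 of Table 4 at 120 days passed. The sterol-sensing and autophagy lists gained calls at 120 days (adjusted p 0.0332 and 0.0459). With the 75th percentile filter, the probe sets at the paper's threshold numbered 236 at 90 days and 1942 at 120 days. Among the paper's probe sets, 1 of Table 4 at 90 days passed. The chemokine and sterol-sensing lists lost their calls at 90 days (adjusted p 0.708 and 0.0642). The chemokine list lost its call at 120 days (adjusted p = 0.791).

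With values as deposited, 2 lower probe sets were shared. The ribosomal and endoplasmic reticulum stress lists lost their calls at 90 days (adjusted p 0.0676 and 0.0512). The sterol-sensing list gained a call at 120 days (adjusted p = 0.00645). With quantile normalization over all 12 arrays, 2 lower probe sets were shared. With median centring, 3 of Table 2 at 90 days passed. The ribosomal list lost its call at 90 days (adjusted p = 0.0823). The sterol-sensing list gained a call at 120 days (adjusted p = 0.00675). Array weights, a trended prior and other models of the spread also moved counts. With array weights, the changed probe sets numbered 131 at 90 days. The shared ones were 94 higher and 16 lower, and 11 of Table 2 at 90 days, 11 of Table 3 at 90 days and 1 of Table 4 at 90 days passed. The endoplasmic reticulum stress list lost its call at 90 days (adjusted p = 0.0653). The sodium transport list gained a call at 90 days (adjusted p = 0.0444). The oligodendrocyte and sterol-sensing lists gained calls at 120 days (adjusted p 0.0148 and 0.0393). With a trended and robust prior, the probe sets that differed between stages numbered 20. Among the paper's probe sets, 1 of Table 4 at 90 days passed. The sterol-sensing list gained a call at 120 days (adjusted p = 0.0372). When each stage was fitted alone, the changed probe sets numbered 13 at 90 days and 759 at 120 days. The shared ones were 9 higher and 0 lower, and 1 of Table 2 at 90 days, 3 of Table 3 at 90 days and 10 of Table 4 at 120 days passed. The endoplasmic reticulum stress list lost its call at 90 days (adjusted p = 0.0551). With an unmoderated equal-variance test, the changed probe sets numbered 0 at 90 days and 7 at 120 days, and those at the paper's threshold 2135 at 120 days. Among the paper's probe sets, 0 of Table 2 at 90 days, 1 of Table 2 at 120 days, 0 of Table 3 at 90 days, 2 of Table 3 at 120 days and 0 of Table 4 at 120 days passed. With limma treat against a 1.2-fold change, the changed probe sets numbered 22 at 90 days and 767 at 120 days. The unmoderated test had 319 probe sets at the paper's threshold at 90 days beside its count of 0, and the fit of each stage alone by limma shared 97 lower ones there. Without genes of the microglia lists 20 changed probe sets remained at 90 days and 1891 at 120 days. Without the 3 doubted arrays they numbered 35 and 2094.

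The labels give each group replicate numbers 1 to 3, and neither the paper nor the labels say that a number marks a shared litter or day. Of 6 same-numbered pairs, 1 deviated together with a correlation over 0.1 (range 0.275 down to -0.28), and 2 of 6 SOD1 G93A arrays correlated best with their own number, so the numbers were not taken as pairs. With the replicate number as a block, the changed probe sets numbered 17 at 90 days and 1063 at 120 days. The shared ones were 14 higher and 1 lower, and 1 of Table 2 at 90 days and 13 of Table 4 at 120 days passed. The neuronal and sterol-sensing lists lost their calls at 90 days (adjusted p 0.0524 and 0.0529). The block changed no other call of a list and no other count by over 1.5 times.

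With an estimated inter-gene correlation in camera, the neuronal (0.457), motor neuron (0.0990), interferon-response (0.0990), sterol-sensing (0.105), cholesterol transport (0.0990) and calcium channel (0.141) lists lost their calls at 90 days, with the adjusted p in parentheses. So did the neurotransmitter receptor (0.302), ATP synthase (0.229), respiratory chain (0.302), proteasome (0.302), ubiquitin (0.141) and ribosomal (0.481) lists. So did the endoplasmic reticulum stress (0.340) list. As to 120 days, the neuronal (0.165), motor neuron (0.139), fibroblast (0.361), lysosome (0.0918), proton pump (0.361) and chemokine (0.0502) lists lost their calls. So did the interferon-response (0.0918), cholesterol synthesis (0.0918), cholesterol transport (0.151), sodium transport (0.0918), calcium channel (0.117) and neurotransmitter receptor (0.0918) lists. So did the ubiquitin (0.198), immediate early (0.217) and metallothionein and iron (0.0618) lists. With fry, the neuronal (0.492), motor neuron (0.102), interferon-response (0.0895), sterol-sensing (0.0618), calcium channel (0.143) and neurotransmitter receptor (0.345) lists lost their calls at 90 days, with the adjusted p in parentheses. So did the ATP synthase (0.143), respiratory chain (0.151), proteasome (0.187), ubiquitin (0.142), ribosomal (0.345) and endoplasmic reticulum stress (0.187) lists. The fibroblast list lost its call at 120 days (adjusted p = 0.138). The sterol-sensing and autophagy lists gained calls at 120 days (adjusted p 0.000697 and 0.00985). With the mean of all probe sets per gene, the sterol-sensing (0.124) and ATP synthase (0.0554) lists lost their calls at 90 days, with the adjusted p in parentheses. The sodium transport list gained a call at 90 days (adjusted p = 0.0444). The oligodendrocyte, sterol-sensing and endoplasmic reticulum stress lists gained calls at 120 days (adjusted p 0.0268, 0.0327 and 0.0211).

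With the neuronal score as a covariate, the lists that lost their calls at 90 days were neuronal (median -0.16 to -0.03, adjusted p = 0.424), sterol-sensing (median -0.17 to -0.12, adjusted p = 0.0718), neurotransmitter receptor (median -0.20 to 0.00, adjusted p = 0.143) and ribosomal (median 0.21 to 0.13, adjusted p = 0.226). At 120 days they were neuronal (median -0.75 to -0.11, adjusted p = 0.686), fibroblast (median 1.19 to 0.46, adjusted p = 0.0577) and proton pump (median -0.61 to 0.20, adjusted p = 0.688). The call of the neuronal list is removed by construction. The list gaining a call was endoplasmic reticulum stress (median 0.08 to 0.49, adjusted p = 0.00756) at 120 days. The late-stage median of the neurotransmitter receptors shrank from -0.76 to -0.18 and stayed called (adjusted p = 0.0377). With the 3′ to 5′ ratio as a covariate no list median moved by more than 0.08 at 90 and 0.06 at 120 days, so that covariate says little, and 1 list gained a call at 120 days, sterol-sensing (median -0.67 to -0.68, adjusted p = 0.0419).

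When 1 array was left out, the changed probe sets at 90 days numbered 20, 16, 12 without SOD1 G93A replicates 1, 2 and 3 in turn, and 25, 13, 22 without NTg replicates 1, 2 and 3. At 120 days they numbered 2428, 1954, 1098 without SOD1 G93A replicates 1, 2 and 3 in turn, and 1047, 477, 604 without NTg replicates 1, 2 and 3. Probe sets at the paper's threshold at 90 days numbered 562, 620, 654 without SOD1 G93A replicates 1, 2 and 3 in turn, and 609, 472, 698 without NTg replicates 1, 2 and 3. Passing probe sets of Table 2 at 90 days ran from 1 (without SOD1 G93A replicate 2) to 2 (without SOD1 G93A replicate 1). Passing probe sets of Table 3 at 90 days ran from 4 (without SOD1 G93A replicate 3) to 7 (without NTg replicate 1). Passing probe sets of Table 4 at 120 days ran from 4 (without NTg replicate 2) to 23 (without SOD1 G93A replicate 1). Shared higher probe sets numbered 17 without SOD1 G93A replicate 1 at 90 days, 14 without SOD1 G93A replicate 2 at 90 days, 10 without SOD1 G93A replicate 3 at 90 days, 19 without NTg replicate 1 at 90 days, 12 without NTg replicate 2 at 90 days, 46 without SOD1 G93A replicate 3 at 120 days. Shared lower ones numbered 2 without SOD1 G93A replicate 1 at 90 days or SOD1 G93A replicate 2 at 120 days or NTg replicate 1 at 120 days or NTg replicate 2 at 120 days, 0 without SOD1 G93A replicate 2 at 90 days or SOD1 G93A replicate 3 at 90 days, 1 without NTg replicate 2 at 90 days or NTg replicate 3 at 90 days or NTg replicate 3 at 120 days, all by limma, with 123 and 108 at the paper's threshold beside the counts of 0. At the paper's threshold the shared lower ones numbered 53 without NTg replicate 2 at 90 days, 165 without NTg replicate 3 at 90 days. Without NTg replicate 2 at 90 days, 12 probe sets differed between stages and the correlation of the log2 fold changes of the 2 stages was 0.256, against 0.410 with all arrays.

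With 1 array left out at 90 days, called lists lost their call as follows, with the lowest and highest adjusted p. The ATP synthase list (0.00434 to 0.0687) did so without NTg replicate 1 or 2 or SOD1 G93A replicate 2 and the calcium channel list (0.000354 to 0.0993) did so without NTg replicate 3 or SOD1 G93A replicate 3. The endoplasmic reticulum stress list (0.0243 to 0.157) did so without NTg replicate 3 or SOD1 G93A replicate 2 or 3 and the neuronal list (0.00795 to 0.664) did so without NTg replicate 1 or 3 or SOD1 G93A replicate 3. The proteasome list (0.00367 to 0.120) did so without NTg replicate 2 and the ribosomal list (0.00660 to 0.0942) did so without NTg replicate 2 or SOD1 G93A replicate 1. The sterol-sensing list (0.0426 to 0.141) did so without NTg replicate 2 or 3 or SOD1 G93A replicate 3 and the neurotransmitter receptor list (0.00240 to 0.241) did so without SOD1 G93A replicate 3. In the same way, uncalled lists gained a call at 90 days. The resting astrocyte list (0.0486 to 0.846) did so without NTg replicate 2 or SOD1 G93A replicate 1 and the fibroblast list (0.000292 to 0.960) did so without NTg replicate 2 or SOD1 G93A replicate 2. The leukocyte list (0.0206 to 0.749) did so without NTg replicate 2 and the oligodendrocyte list (0.0322 to 0.886) did so without NTg replicate 1 or SOD1 G93A replicate 1. The sodium transport list (0.0191 to 0.560) did so without SOD1 G93A replicate 2. At 120 days a loss was seen for 1 called list. The fibroblast list (0.000284 to 0.129) did so without SOD1 G93A replicate 3. In the same way, uncalled lists gained a call at 120 days. The resting astrocyte list (0.0380 to 0.993) did so without SOD1 G93A replicate 3 and the endoplasmic reticulum stress list (0.0316 to 0.449) did so without SOD1 G93A replicate 3. The oligodendrocyte list (0.00235 to 0.522) did so without NTg replicate 1 or SOD1 G93A replicate 3 and the sterol-sensing list (0.0346 to 0.119) did so without NTg replicate 2.

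Among single genes and other values, 423 stayed on their side of the threshold with array weights, 37 were newly called and 2 lost their call. With the replicate number as a block 38 lost their call, with dim probe sets kept 29, and 17 with an offset of 1. Calls lost with the block included Trem2, Lyz1, Lyz2, Rspo2, Syndig1l and Fcgr1 at 90 days. At 120 days they included Sox9, Stard4, Sv2b, Scn8a and Aebp1. Other paragraphs give losses of single genes with the block for Trem2 only. When each stage was fitted alone 369 stayed, 1 was newly called and 47 lost their call, and without NTg replicate 2 of the stage 352 stayed and 64 lost their call.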

Differences from the paper's values

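At the paper's fold and p thresholds, 3319 probe sets changed at 120 days here, where the paper gives 2066. The count came within 1.5 times of the paper's count with an offset at the 50th percentile, with the 75th percentile filter, with array weights, with an unmoderated equal-variance test and without SOD1 G93A replicate 3 or NTg replicate 2, and under none of the other alternatives set before the data were examined. Higher ones numbered 1354 here and 471 in the paper, and no alternative came within. As transcripts they were 847 here and 355 in the paper, and within 1.5 times with an offset at the 50th percentile and with the 75th percentile filter. The paper's test is not named, and its values come from another summary of the arrays. The fold change of Gfap at 120 days was 27.6 here and 10.48 in the paper, which does not name the probe set, and no alternative came within.

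Of the fold changes of Tables 2 to 4 compared here, 42 of 43 at 90 days and 74 of 77 at 120 days had the same direction here. By the limit used for sizes, 15 and 38 were flagged as differing. The paper's tables give no errors, so none of the paper's entered that limit. Some flagged differences are smaller than the limma standard error here on the log2 scale. Among them are C1qa at 90 days, and Tspo and 1 probe set of C1qb at 120 days. On 4 values the direction was opposite, under all alternatives run. Hgsnat at 120 days was 2.18 in the paper and -1.94 here, and 1 probe set of Laptm5 at 90 days was 2.81 in the paper and -1.07 here. Ch25h at 120 days was -2.63 in the paper (Table 4), against 5.04 here, and Lpl -11.21 in the paper, against 8.24 here. The paper's Supplementary Datasheet 1 lists both as up at 120 days, with folds of 2.63 for Ch25h and 11.2 on one and 2.64 on the other probe set of Lpl. The probe set that Table 4 names for Lpl is the other one, for which Supplementary Datasheet 1 gives 3.49 at 90 days and 2.64 at 120 days. The sizes printed in Table 4 are those the sheet gives for the first, which had fold changes of 5.75 and 28.7 here.

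Further lysosomal fold changes of Table 2 follow, the paper's value first and the value here second, for each probe set that differed. Ctsd 2.32 and 2.76 no longer differed at 90 days with values as deposited and with median centring. Ctsz 3.12 and 2.65 no longer differed at 90 days with values as deposited, with an offset of 1 and without SOD1 G93A replicate 1 or 3 or NTg replicate 1 or 3. At 120 days in Table 2, Ctsh 3.25 and 4.72, Ctsz 3.62 and 6.44, Ctsz 4.67 and 7.61 and Hexa 2.38 and 3.12 differed under all alternatives run. So did Laptm5 6.45 and 8.66 and Slc15a3 2.79 and 6.80. Cd68 3.74 and 5.99 and Ctsz 3.21 and 5.28 no longer differed at 120 days with an offset at the 50th percentile. Ctsd 3.28 and 4.02 no longer differed at 120 days with values as deposited, with median centring and without SOD1 G93A replicate 2 or 3. Ctsh 2.77 and 3.96 no longer differed at 120 days with median centring, with an offset at the 50th percentile and without NTg replicate 2. Laptm4b -2.92 and -2.11 no longer differed at 120 days with values as deposited and with median centring. Laptm5 6.45 and 1.66 no longer differed at 120 days with an offset of 1.

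Further immune and phagocytic fold changes of Table 3 follow, the paper's value first and the value here second, for each probe set that differed. At 90 days in Table 3, Fcgr1 2.56 and 3.61 and Fcgr3 2.85 and 1.92 differed under all alternatives run. Fcer1g 2.58 and 1.71 no longer differed at 90 days with array weights. Clec7a 16.26 and 8.88, Cxcl10 3.54 and 1.55 and Atf3 6.82 and 4.41 no longer differed at 90 days with an offset of 1. C1qa 3.97 and 4.67 no longer differed at 90 days with quantile normalization over all 12 arrays, with median centring, with an offset at the 50th percentile, with array weights and without SOD1 G93A replicate 1 or 3 or NTg replicate 2 or 3. C1qc 3.91 and 5.11 no longer differed at 90 days with an offset at the 50th percentile. Cd55 -2.04 and -1.20 no longer differed at 90 days with an offset of 1, with array weights and without SOD1 G93A replicate 2 or 3 or NTg replicate 3. Ccl3 9.01 and 5.69 no longer differed at 90 days with values as deposited, with an offset of 1, with array weights and without SOD1 G93A replicate 2 or 3 or NTg replicate 3. Ccl9 2.05 and 2.96 no longer differed at 90 days with quantile normalization over all 12 arrays, with an offset at the 50th percentile and without SOD1 G93A replicate 2 or NTg replicate 2. At 120 days in Table 3, C1qb 4.21 and 6.83 differed under all alternatives run. Clec7a 11.38 and 8.41 no longer differed at 120 days with values as deposited, with quantile normalization over all 12 arrays, with an offset of 1, with array weights and without SOD1 G93A replicate 3. Ptx3 2.83 and 4.20 no longer differed at 120 days without NTg replicate 1 or 3. A2m 11.38 and 17.8 no longer differed at 120 days with median centring, with an offset at the 50th percentile and without SOD1 G93A replicate 1 or 2 or NTg replicate 2. C1qa 7.98 and 6.22 no longer differed at 120 days with quantile normalization over all 12 arrays, with an offset of 1 and without SOD1 G93A replicate 3. C1qb 8.6 and 6.82 no longer differed at 120 days without SOD1 G93A replicate 1 or 2 or NTg replicate 1 or 3. C1qb 8.89 and 10.2 no longer differed at 120 days with median centring, with an offset at the 50th percentile, with array weights and without SOD1 G93A replicate 2 or 3. C3 9.44 and 24.3 no longer differed at 120 days with an offset at the 50th percentile and without SOD1 G93A replicate 3 or NTg replicate 1 or 3.

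Further cholesterol fold changes of Table 4 follow, the paper's value first and the value here second, for each probe set that differed. At 90 days in Table 4, Lpl 5.99 and 2.54 differed under all alternatives run. At 120 days in Table 4, Acsl6 -2.59 and -1.43, Apoe 5.23 and 6.93, Hmgcs1 -2.45 and -1.45 and Hsd11b1 -5.05 and -2.12 differed under all alternatives run. So did Nsdhl -2.96 and -1.93. Acat2 -2.33 and -1.84 no longer differed at 120 days with values as deposited, with median centring and without SOD1 G93A replicate 1 or 3 or NTg replicate 1. Acss2 -2.23 and -1.80 no longer differed at 120 days with values as deposited, with median centring and without SOD1 G93A replicate 1 or NTg replicate 2. Extl2 -3.38 and -2.87 no longer differed at 120 days with values as deposited, with quantile normalization over all 12 arrays, with median centring, with an offset of 1 and without SOD1 G93A replicate 1 or NTg replicate 1 or 3. Far1 -2.41 and -1.71 no longer differed at 120 days with values as deposited, with median centring and without SOD1 G93A replicate 1 or 2. Insig1 -2.14 and -1.69 and Nus1 -2.01 and -1.49 no longer differed at 120 days with median centring. Insig2 -2.58 and -1.72 no longer differed at 120 days with quantile normalization over all 12 arrays, with median centring, with an offset of 1 and without SOD1 G93A replicate 1 or 2 or NTg replicate 1. Lrp12 -2.28 and -1.61 no longer differed at 120 days with quantile normalization over all 12 arrays, with an offset of 1 and without SOD1 G93A replicate 1 or 2. Stard4 -2.93 and -2.40 no longer differed at 120 days with quantile normalization over all 12 arrays, with median centring and without SOD1 G93A replicate 3. Tspo 2.04 and 2.37 no longer differed at 120 days with an offset at the 50th percentile. The values of Lpl set side by side here are of 2 different probe sets if the paper's supplementary sheet is right, as said above.

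The paper ranks the C1q genes and C4b first in significance among the late-stage genes. Ordered by late-stage p over the 26132 probe sets tested here, the probe set given for C4b, which also matches C4a, ranked 4, C1qc 14, C1qa 17 and the probe sets of C1qb 58, 67, 122. Of the 7 genes of chemokine signalling in Table 3 the paper calls Ccl6 and Cxcl10 at 120 days. At its thresholds 5 passed here at 120 days, with fold changes of Ccl3 3.41, Ccl4 2.71, Ccl6 4.39, Ccl9 2.31 and Cxcl10 6.48.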

Other observations

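Cytosolic ribosomal protein genes, which the paper does not discuss, were higher as a group in SOD1 G93A than in NTg material at 120 days, when the NTg arrays stood apart. With quantiles over all 12 arrays the list scores were 9.42 to 9.63 on the 3 late-stage NTg arrays, 10.54 to 11.06 on the late-stage SOD1 G93A arrays, 10.45 to 10.62 on the 90-day NTg arrays and 10.68 to 10.81 on the 90-day SOD1 G93A arrays. Of 35 such genes measured, none passed (0 passed when adjusted over the list alone) at 90 days, with a median log2 fold change of 0.21 (camera adjusted p = 0.00998; adjusted p = 0.481 with an estimated correlation). At 120 days 26 rose and none fell (31 rose when adjusted over the list alone), with a median of 1.27 (camera adjusted p = 2.28e-22). With the neuronal score as a covariate, added after seeing the data, the medians were 0.13 (adjusted p = 0.226) and 1.02 (adjusted p = 3.90e-13) at the 2 stages. Those with the smallest p at 120 days had log2 fold changes of 2.46 for Rpl41 (adjusted p = 0.000551), 1.65 for Rps14 (adjusted p = 0.00157), 1.60 for Rplp2 (adjusted p = 0.00231) and 1.39 for Rps28 (adjusted p = 0.00308).

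Genes of endoplasmic reticulum stress and the amino acid response include Atf3. Of 21 such genes measured, 1 rose and none fell (2 rose when adjusted over the list alone) at 90 days, with a median log2 fold change of 0.07 (camera adjusted p = 0.0364; adjusted p = 0.340 with an estimated correlation). At 120 days 3 rose and 1 fell (4 rose and 1 fell when adjusted over the list alone), with a median of 0.08 (camera adjusted p = 0.138). With the neuronal score as a covariate the late-stage median was 0.49 (adjusted p = 0.00756). At 120 days the log2 fold changes were 2.53 for Trib3 (adjusted p = 0.000562), 1.92 for Ddit3 (adjusted p = 0.00293) and -1.28 for Dnajb9 (adjusted p = 0.0405), of which Dnajb9 encodes a chaperone. Dnajb9 lost its call at 120 days without SOD1 G93A replicate 3 or NTg replicate 1, 2 or 3 (adjusted p = 0.157). Dnajb9 lost its call also with an offset of 1, with dim probe sets kept and when each stage was fitted alone.

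Metallothionein genes, whose products bind zinc and copper, rose in late-stage SOD1 G93A material, with log2 fold changes of 2.59 for Mt2 (adjusted p = 0.000118), 2.65 for Mt1 (adjusted p = 0.000153) and 1.54 for Mt3 (adjusted p = 0.0296). Mt3 lost its call at 120 days without SOD1 G93A replicate 3 or NTg replicate 1 or 3 (adjusted p = 0.102). Mt3 lost its call also with median centring, with dim probe sets kept and when each stage was fitted alone. Of 13 metallothionein and iron-handling genes measured, none passed (2 rose when adjusted over the list alone) at 90 days, with a median log2 fold change of 0.08 (camera adjusted p = 0.841). At 120 days 3 rose and none fell (4 rose and 1 fell when adjusted over the list alone), with a median of 0.20 (camera adjusted p = 0.00780; adjusted p = 0.0618 with an estimated correlation). With the neuronal score as a covariate, added after seeing the data, the late-stage median of this list was 0.02 (camera adjusted p = 0.0353). Among immediate early and heat shock genes, the log2 fold changes at 120 days were 2.34 for Hspb1 (adjusted p = 0.00226) and 1.72 for Hspa1b (adjusted p = 0.00864). Of 24 genes of that list measured, none passed (0 passed when adjusted over the list alone) at 90 days, with a median log2 fold change of 0.01 (camera adjusted p = 0.554). At 120 days 2 rose and none fell (3 rose when adjusted over the list alone), with a median of 0.57 (camera adjusted p = 0.00528; adjusted p = 0.217 with an estimated correlation).

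Hexokinase 2 and a glucose transporter moved apart at 120 days, with log2 fold changes of 1.83 for Hk2 (adjusted p = 0.00155) and -0.94 for Slc2a3 (adjusted p = 0.0442). Slc2a3 lost its call at 120 days without SOD1 G93A replicate 2 or 3 or NTg replicate 1, 2 or 3 (adjusted p = 0.132). Slc2a3 lost its call also with an offset of 1, with dim probe sets kept and when each stage was fitted alone. Of 21 genes of glycolysis and lactate transport measured, none passed (1 rose when adjusted over the list alone) at 90 days, with a median log2 fold change of -0.01 (camera adjusted p = 0.734). At 120 days 1 rose and 1 fell (1 rose and 2 fell when adjusted over the list alone), with a median of -0.39 (camera adjusted p = 0.208). No proteasome subunit passed at either stage. Of 31 subunits measured, none passed (0 passed when adjusted over the list alone) at 90 days, with a median log2 fold change of -0.12 (camera adjusted p = 0.00959; adjusted p = 0.302 with an estimated correlation). At 120 days none passed (0 passed when adjusted over the list alone), with a median of -0.01 (camera adjusted p = 0.483). Of 37 ubiquitin-conjugating enzymes and ligases measured, none passed (0 passed when adjusted over the list alone) at 90 days, with a median log2 fold change of -0.17 (camera adjusted p = 0.000700; adjusted p = 0.141 with an estimated correlation). At 120 days 2 fell and none rose (8 fell when adjusted over the list alone), with a median of -0.42 (camera adjusted p = 0.00528; adjusted p = 0.198 with an estimated correlation). Lower ubiquitin genes at 120 days had log2 fold changes of -1.40 for Ube2n (adjusted p = 0.0213) and -1.21 for Ube2a (adjusted p = 0.0255). Ube2n lost its call at 120 days without SOD1 G93A replicate 3 or NTg replicate 1, 2 or 3, and Ube2a without SOD1 G93A replicate 3 or NTg replicate 2 or 3 (highest adjusted p = 0.133). Ube2n and Ube2a lost their calls also when each stage was fitted alone.

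Other splits of the 6 arrays of a stage into 3 and 3 show how large the counts get with other groupings, and 10 splits are too few for a share under 0.05. At 90 days the real split gave 36 changed probe sets, the highest other split 15, and 1 split of 10 gave as many. For shifted lists the real value was 23, the highest other 10, with 1 split as large. At the paper's threshold at 90 days, 5 of 10 splits, the real one included, gave at least the real 462, the highest 713. Each of the 4 others put SOD1 G93A replicate 1 and NTg replicate 3 on one side. This points to a structure of the 90-day arrays other than genotype. These 2 arrays also deviated together from their group means (r = 0.455). They had the highest mean 3′ to 5′ log2 ratios of the Gapdh and actin controls at that stage, 4.98 and 5.23. The other 90-day arrays had 3.73 to 4.53. Whether RNA quality underlies this structure was not tested.

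At 120 days the real split gave 1948 changed probe sets and the highest other 0 by limma, and at the paper's threshold 3319 against 789. For shifted lists the values were 23 and 17, each time with 1 split of 10 as large. For the difference between stages the real count was 0 by limma (2414 at an unadjusted p under 0.05), which all 100 of 100 drawn splits reach whatever the data, so this comparison decides nothing. The highest gave 2106. At an unadjusted p under 0.05, a count chosen for the splits only after the results were seen, 11 of 100 drawn splits gave at least the real 2414, the highest 7154. Of the other splits 8 kept or mirrored the late-stage genotype grouping and so carry its effect into the difference, among them those with 2106 and 7154, and all 8 reached the real count. Of the 91 that mix the late-stage genotypes, 2 reached it, the highest 2868, but there the late-stage effect adds to the spread within groups. The 2 kinds of split go opposite ways for reasons of design, so this comparison leaves chance open. For probe sets shared by the stages, 1 of 100 drawn splits reached the real 179 higher ones at the paper's threshold. The highest other split shared 43. Splits that mix the late-stage genotypes have shorter late-stage lists, of at most 789 probe sets against 3319. A smaller overlap follows there by design, so those splits do not exclude chance. The 8 other splits that keep or mirror the late-stage genotype grouping keep its long late-stage list, and they too shared at most 43. For the 179 shared higher ones this argues against chance, though 8 splits are few.

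Late-stage SOD1 G93A replicate 3 correlated least with its group (mean r = 0.835) and lay farthest along the first principal component. That component held 30.9% and the second 24.1% of the variance. On the second, the late-stage NTg arrays lay between -68.4 and -65.3, and all other arrays between -14.8 and 59.6. No 2 arrays were identical.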
